# Increased dermal collagen bundle alignment in systemic sclerosis is associated with a cell migration signature and role of *Arhgdib* in directed fibroblast migration on aligned ECMs

**DOI:** 10.1371/journal.pone.0180751

**Published:** 2017-06-29

**Authors:** Lizhi Cao, Robert Lafyatis, Linda C. Burkly

## Abstract

Systemic sclerosis (SSc) is a devastating disease affecting the skin and internal organs. Dermal fibrosis manifests early and Modified Rodnan Skin Scores (MRSS) correlate with disease progression. Transcriptomics of SSc skin biopsies suggest the role of the *in vivo* microenvironment in maintaining the pathological myofibroblasts. Therefore, defining the structural changes in dermal collagen in SSc patients could inform our understanding of fibrosis pathogenesis. Here, we report a method for quantitative whole-slide image analysis of dermal collagen from SSc patients, and our findings of more aligned dermal collagen bundles in diffuse cutaneous SSc (dcSSc) patients. Using the bleomycin-induced mouse model of SSc, we identified a distinct high dermal collagen bundle alignment gene signature, characterized by a concerted upregulation in cell migration, adhesion, and guidance pathways, and downregulation of spindle, replication, and cytokinesis pathways. Furthermore, increased bundle alignment induced a cell migration gene signature in fibroblasts *in vitro*, and these cells demonstrated increased directed migration on aligned ECM fibers that is dependent on expression of *Arhgdib* (Rho GDP-dissociation inhibitor 2). Our results indicate that increased cell migration is a cellular response to the increased collagen bundle alignment featured in fibrotic skin. Moreover, many of the cell migration genes identified in our study are shared with human SSc skin and may be new targets for therapeutic intervention.

## Introduction

Systemic sclerosis (SSc) is a multifaceted disease encompassing vascular, autoimmune, and fibrotic components [1]. Distinct subsets of SSc have been described with varying severity; the two most well defined subsets termed limited cutaneous SSc (lcSSc) and diffuse cutaneous SSc (dcSSc) [2, 3]. In dcSSc, skin fibrosis can progress rapidly after onset of disease. The severity of skin disease, as measured by the Modified Rodnan Skin Score (MRSS), a clinical palpation method, has been shown to correlate well with fibrosis of internal organs and worse patient outcomes [4–7]. Interestingly, increased collagen accumulation and a morphological change to the dermal collagen organization has been reported in forearm skin biopsies from SSc patients. This change is characterized by a predominance of highly aligned collagen bundles, and a loss of the normal basket-weave collagen organization that is characteristic of the healthy dermis [8, 9]. Such observations of aligned collagen bundle organization have also been well documented in keloid scars [10], burn wounds [11], as well as in cases of physiological skin aging [12], and may be suggestive of a common underlying mechanism of tissue remodeling after injury and/or fibrosis. However, to the best of our knowledge, there has not been a robust and quantitative characterization of these structural changes in SSc skin, and therefore the evaluation of dermal collagen bundle alignment in relation to skin disease in SSc merits further investigation.

Transcriptomic profiling of SSc skin biopsies has revealed sets of pro-fibrotic genes strongly enriched in diseased as compared to normal biopsies [13–18]. However, transcriptomic analysis of explanted, *ex vivo* cultured SSc skin fibroblasts showed far fewer enriched genes as compared to normal fibroblasts [18]. These and other studies suggested the importance of the *in vivo* microenvironment in maintaining and supporting the pathological profile of SSc myofibroblasts. We posit that the well-organized ECM ultrastructure within the *in vivo* microenvironment could be important in maintaining the myofibroblasts phenotypes in SSc. Consistent with this idea, recent reports have highlighted the importance of the major fibroblastic collagen receptor α11β1 in the appearance of myofibroblasts during wound healing responses [19].

We addressed this hypothesis through a novel approach, combining the development and application of a method for quantitative image analysis of dermal collagen ultrastructure with genome-wide transcriptomic analysis. Our results indicate that collagen bundle alignment is a feature of dcSSc skin and is associated with a cell migration gene signature. Furthermore, we show that cell migration pathways are induced in primary human dermal fibroblasts cultured on aligned ECM fibers *in vitro*, and that these cells demonstrate increased directed migration on aligned ECM fibers that is dependent on expression of *Arhgdib* (Rho GDP-dissociation inhibitor 2).

## Materials and methods

### SSc skin samples

SSc forearm biopsy sections (3mm diameter punch biopsy) were obtained from the dermatopathology core of the National Scleroderma Core Center (Boston University). Samples analyzed included 6 healthy volunteers (HV), 5 limited cutaneous SSc (lcSSc), and 15 diffuse cutaneous SSc (dcSSc). Patients ages ranged from 25 to 71 years old, with a mean of 53.8 years. For a summary table of patient demographics, see (**Table A of** S1 File).

### Cell culture

Human dermal fibroblasts were obtained from ATCC (Manassas, VA). Cells were grown in Dulbecco’s modified eagle medium (DMEM) supplemented with 10% FBS and 1% Antibiotic-Antimycotic (ThermoFisher, Waltham MA). For *in vitro* assays on aligned versus random ECM fibers, cells were seeded at 500,000 cells/well into 60mm dishes with electrospun PCL nanofibers (Nanofiber Solutions Inc, Columbus OH) with adsorbed purified type I collagen (10ug/mL) overnight at 4°C, prior to cell seeding. Cells were cultured for 48 hours in a 37°C incubator, followed by total RNA extraction and whole genome transcriptomic analysis by RNASeq.

### Bleomycin-induced model of skin fibrosis in mice

All animal studies were conducted in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health, and in accordance with Cambridge (MA, USA) laws. The protocol was approved by the Institutional Animal Care and Use Committee of Biogen (protocol number: 516). All procedures were performed under isoflurane anesthesia, and all efforts were made to minimize suffering. The bleomycin model was established as described previously [20, 21], with daily subcutaneous injections of bleomycin (100uL at 1U/mL) into the back skin of 8 week old C57Bl/6 female mice, (N = 50 mice) (Jackson Labs, Bar Harbor, ME). At experimental endpoints, mice were euthanized with carbon dioxide, and back skin was harvested, with preservation of the anterior to posterior tissue orientation during tissue harvest. The biopsy was cut in half, with one half used for histopathology analysis, and the other half for RNASeq analysis.

### Image acquisition and analysis of dermal features

Picosirius red (PSR) staining was used for analysis of dermal collagen bundle alignment, according to the schematic shown in (**Figure A in** S1 File). Whole slide imaging was performed using both brightfield and polarized light microscopy at 40X magnification, using an Olympus VS120 scanner (Olympus Corp, Tokyo, Japan). Slides were digitized and individual collagen bundles identified using VisioPharm morphometry software (Ver 5.0.2, Copenhagen, Denmark). Analysis of dermis thickness (defined as area divided by contour length), total dermal collagen (measured as fraction of dermis with PSR staining), and bundle alignment was performed by scripting in Python and R.

### RNASeq, data analysis, and gene signature correlations

#### RNASeq procedure for mouse skin

Total RNA was isolated from skin biopsies, using GenElute mammalian total RNA kit (Sigma, St Louis, MO). Library preparation was done using TruSeq Stranded mRNA sample preparation kit (Illumina, San Diego, CA). Sequencing of 50bp paired-end reads was performed using an illumina HiSeq-2500, with an average coverage of 25 million reads/sample. Paired-end reads were aligned to the mm10 mouse reference genome using the STAR aligner, version 2.4.0; approximately 83% of all reads aligned uniquely to the genome. RNASeq analysis was performed with Bioconductor, using DESeq2 (Ver. 1.12.3). Criterion for assessing differentially expressed genes (DEG) was determined as follows: normalized counts > 3, |fold change| > 1.5, and adjusted p-value < 0.05, Benjamin Hochberg (BH) correction. A total of 4376 unique DEGs were identified following this criterion. 

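The deposited normalized counts of the mouse skin samples were tested with limma on log2(normalized count + 1), with the criteria of the methods: a mean normalized count above 3, an absolute fold change above 1.5 and an adjusted p-value below 0.05. Over the 42 mice whose values give the mean counts listed in S1 Table, 3929 genes met the criteria in at least 1 of the 4 comparisons with saline. With all 44 mice, 4101 genes did, and 3581 genes were in both sets. The mice outside the 42 are saline mouse 1 and mouse 2 of the group given bleomycin for 2 weeks. The paper does not state that mice were left out, and the legend of Figure G gives N = 44 for its correlations. The paper's reported number is 4376. S1 Table states a log2 fold change threshold of 0.5 in place of the fold change of 1.5. DESeq2 with a prior, chosen after the values were seen, called 4362 genes over the 42 mice at log2 0.5 and 3681 at a fold change of 1.5. Over 44 mice it called 4676 and 4018. The count over 42 mice at log2 0.5 is the nearest to the reported one, which argues against the fold change of 1.5 that the methods give. Of the alternatives, limma over 44 mice without a fold change threshold moved the number called most, to 8559 genes.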

Normalized counts of each expressed gene were correlated to each histopathological metric of skin fibrosis. Genes that met a threshold for correlation (r^2^ > 0.7, 0.4, 0.4 for dermis thickness, total collagen, and collagen bundle alignment, respectively) were then intersected with DEGs to identify gene signatures that captured each respective aspect of skin fibrosis. Pathway analysis was performed using GOStats package (Ver. 2.38.0) in Bioconductor. Visualization of interactions amongst enriched genes in the collagen bundle alignment signature was performed using STRINGdb. Analysis results of all genes can be found in (S1 Table). This dataset has been deposited into NCBI’s Gene Expression Omnibus and is accessible through GEO accession number GSE100212.

#### RNASeq procedure for human dermal fibroblasts

Dermal fibroblasts were cultured for 48 hours, on collagen-adsorbed aligned nanofibers vs. randomly oriented nanofibers coated with type I collagen. Total RNA isolation and library preparation was similar to process developed for skin tissue. Samples were sequenced to an average coverage of 29 million reads/sample. Paired-end reads were aligned to the hg19 human reference genome using STAR aligner, v2.4.0; approximately 90% of all reads aligned uniquely to the reference genome. RNASeq analysis was performed with Bioconductor, using DESeq2 (Ver. 1.12.3). DEG criterion: normalized counts >4, |fold change| > 1.5, and adjusted p-value < 0.05, Benjamin Hochberg (BH) correction. A total of 78 unique DEGs were identified following this criterion. Pathway analysis was performed using GOStats package (Ver. 2.38.0) in Bioconductor. Analysis results of all genes can be found in (S2 Table). This dataset has been depositied into NCBI’s Gene Expression Omnibus and is accessible through GEO accession number GSE99999 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSExxx).

#### Cell migration experiments on *in vitro* nanofibers

Human dermal fibroblasts were seeded at a density of 3,500 cells per well in a 96 well plate coated with either aligned or randomly-oriented nanofibers, and adsorbed collagen type I. After 24 hours of culture, cells were loaded with CellTracker Red CMTPX dye, and imaged at 8 minute intervals on a PerkinElmer Phenix microplate for 4.5 hours. Cells were identified and tracked over time using Harmony software (V 4.0), and mean cell displacement and total accumulated distances were computed for all wells and experimental groups. In experiments with siRNA inhibition of Arhgdib, cells were transfected with 3 independent silencer select siRNA molecules for Arhgdib, or with negative control siRNA following manufacturer protocols (Thermo-Fisher, Waltham, MA). Next day after transfection, cells were harvested and seeded in 96 well plates, and cell migration experiments were performed as described above.

## Results

### Increased collagen bundle alignment is a feature of skin fibrosis in dcSSc

We aimed to develop a robust and unbiased method to quantitatively assess dermal collagen architecture in human SSc skin. As a direct method to assess collagen bundle alignment, we developed image analysis algorithms to identify all collagen bundles within the dermis, and computed the angular difference between each collagen bundle and the epidermis (**Figure A in** S1 File). Using this method, normal unaffected skin is characterized by two populations of collagen bundles at distinct angular directions, indicative of a basket-weave architecture. In contrast, skin that is predominantly composed of aligned collagen bundles in the dermis shows only a single population for angle distribution.

We applied these methods to the study of forearm skin biopsies from SSc patients (see **Table A in** S1 File) for a summary of the patient demographics). We found that patients with dcSSc have significantly higher alignment of dermal collagen bundles as compared to those with lcSSc and healthy volunteers (HV), (median alignment = 0.79 ± 0.031 SEM) compared to healthy controls (median alignment = 0.62 ± 0.048 SEM) (Fig 1). Dermal collagen from healthy volunteers generally showed the expected basket-weave architecture, characterized by a bimodal distribution in bundle alignment angles (Fig 1A). In contrast, dcSSc patients showed more variability in bundle alignment, with a subset of patients presenting with highly aligned dermal collagen bundles, and other patients presenting with more normal bundle alignment.

**Fig 1:**
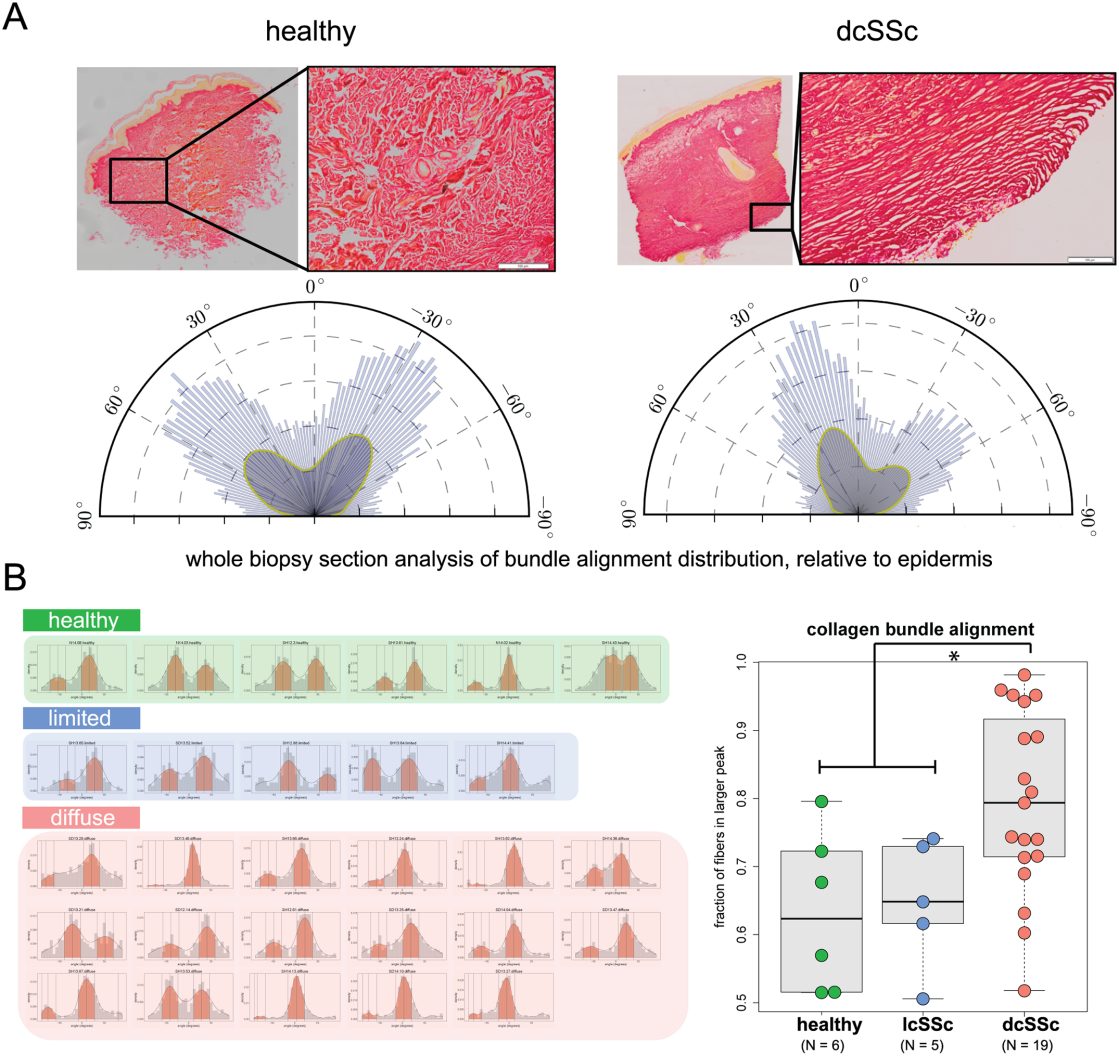
Collagen bundle alignment is a histopathological feature of dermal fibrosis in diffuse cutaneous SSc (dcSSc). **(A)** Representative image of a forearm skin biopsy from (left) healthy and (right) dcSSc subjects (scale bar = 100μm). Individual dermal collagen bundles were identified in PSR stained tissue sections, and the angle of alignment for each bundle across the whole biopsy section were computed relative the epidermis using automated algorithms in VisioPharm software. Angle distributions shown relative to the epidermis (0 degrees) and **(B)** as a histogram for each of 6 healthy, 5 lcSSc and 17 dcSSc subjects (y-axis label: density, x-axis label: angle relative to epidermis). Analysis of the healthy samples shows a characteristic bimodal distribution, whereas dcSSc samples show a distribution that is unimodal or skewed to one peak. Quantification of collagen bundle alignment as the relative proportion of bundles in each peak (fraction of fibers within the greater of the two peaks) are shown as boxplots for healthy, lcSSc and dcSSc. (Boxplot represent first quartile, median, and third quartile. Whiskers show min to max. *, p < 0.05 by ANOVA, error bars are SEM).

Analysis of biopsies from patients with lcSSc showed less pathological alignment, and a preservation of the characteristic basket-weave pattern of healthy skin. The dcSSc patients also have significantly increased total dermal collagen as compared to samples from lcSSc patients and healthy volunteers (**Figure B in** S1 File), measured as the fractional area of the dermis with positive collagen staining. Interestingly, there is a moderate correlation (R^2^ = 0.48) between collagen bundle alignment and total dermal collagen, suggesting that bundle alignment is associated with accumulation and deposition of dermal collagen. We did not observe any significant correlations of collagen bundle alignment with age or total skin score (MRSS) (**Figure B in** S1 File), indicating that the differences in bundle alignment is a distinct feature independent of these factors. In a subset of dcSSc patients where serial FFPE sections were available, we performed aSMA staining to identify myofibroblasts (**Figure C in** S1 File). Prominent myofibroblast accumulation was observed in 2 of 7 samples analyzed, with spindle-shaped aSMA+ stained cells primarily localized to the deep dermis, in close proximity to the highly aligned collagen fiber bundles. Incidentally, the 2 patients that showed the prominent myofibrblast staining where also the patients with the highest collagen bundle alignment by our measures (alignment scores of 0.98 and 0.95, respectively).

### Mouse models of SSc recapitulated aspects of human SSc by collagen architecture analysis

To gain a better mechanistic understanding of the pathophysiological significance of dermal collagen bundle alignment, we aimed to assess dermal collagen architecture in a mouse model of SSc, wherein we could simultaneously collect tissue for image analysis as well as whole-genome transcriptomic analysis. We used the well characterized bleomycin-induced dermal fibrosis model of SSc in which dermal thickness and total dermal collagen (fractional area of the dermis with positive collagen staining) are increased at 2–4 week of bleomycin treatment [20, 22]. Additionally, we included experimental groups in which bleomycin treatment was stopped at 4 weeks. These animals were then allowed to recover for an additional 6 or 10 weeks, to assess if aspects of the histopathology induced by bleomycin treatment could be normalized.

Dermal thickness was the earliest histopathological change, and was significantly increased by 2 weeks of bleomycin treatment, and peaked at 4 weeks of treatment. Dermal thickness completely normalized to control levels at both the 6 and 10-week recovery time points (Fig 2). Total dermal collagen content (assessed as fraction of dermis with PSR staining), was also significantly increased at 4 weeks of bleomycin treatment, but did not normalize with recovery. Importantly, we found increased dermal collagen bundle alignment with bleomycin treatment, a novel observation that has not been previously reported, demonstrating that the mouse model recapitulates this distinct feature of human dcSSc skin (Fig 2). Increased collagen bundle alignment with bleomycin treatment was evident at 2 weeks, peaked at 4 weeks, and normalized to baseline levels with recovery. Together, our analysis revealed that total collagen deposition is preceded by an increase in both dermis thickness and collagen bundle alignment, and suggests that these earlier changes to the dermal collagen architecture may play a role in supporting or enhancing the later collagen deposition.

**Fig 2:**
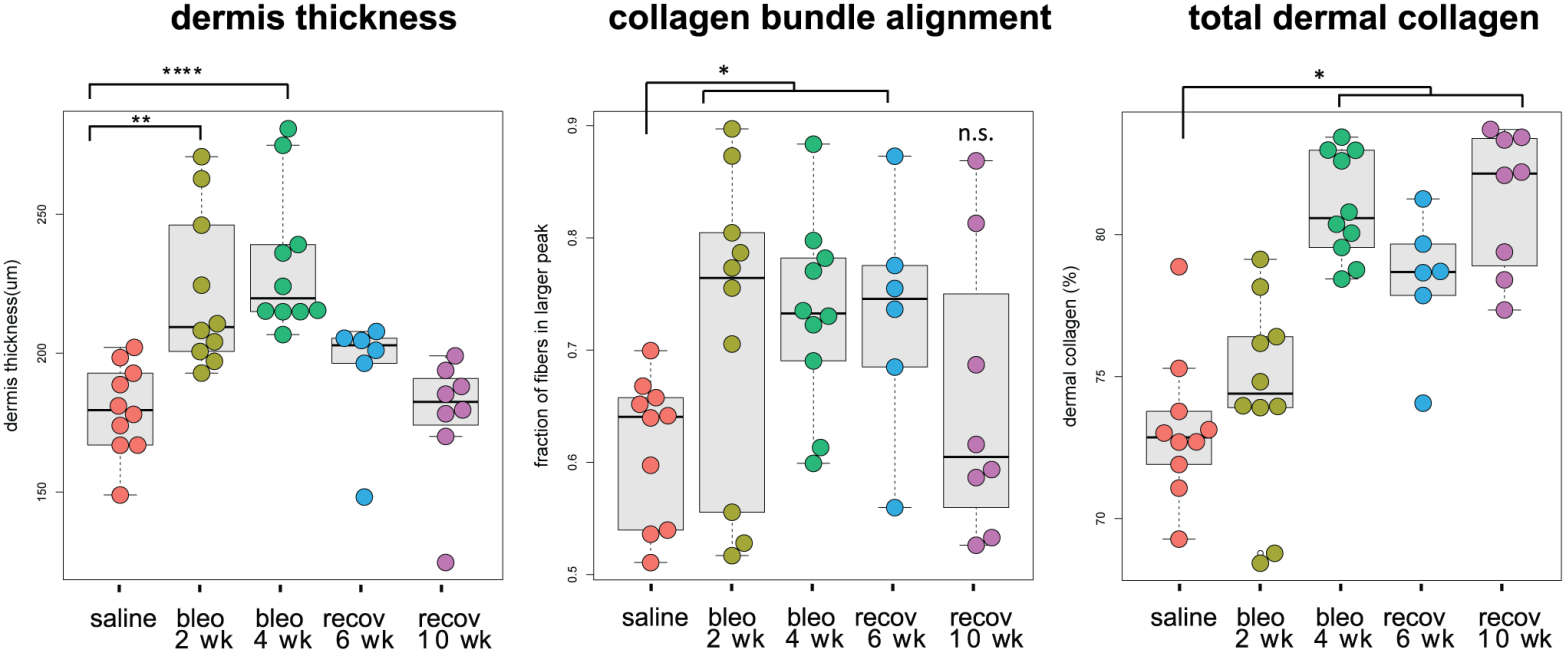
Mouse bleomycin-induced model of SSc recapitulates the collagen bundle alignment feature of human SSc dermal architecture. Quantification of dermal thickness (left), collagen bundle alignment (center), and total collagen within the dermis (right) for cohorts (n = 6-10/group) injected daily s.c. with saline, or bleomycin for 2 weeks, 4 weeks, or for 4 weeks and then untreated for an additional 6 or 10 weeks (recovery 6 wk and 10 wk). All analysis was performed on whole biopsy sections (shown in **Figure D of** S1 File), using automated algorithms in VisioPharm software. (* p < 0.05, ** p < 0.01, *** p < 0.001 by ANOVA, error bars are SEM).

The different temporal kinetics of each histopathological change suggested that dermis thickness, total dermal collagen, and collagen bundle alignment constitute diverse aspects underlying fibrosis progression and recovery. Consistent with this, we found no significant correlations amongst the three different features (**Figure E of** S1 File), suggesting that measurements of these features complement each another in describing the complex structural changes to the skin with ongoing fibrosis.

### Transcriptomic analysis reveals distinct core gene expression signatures associated with dermal thickness, total collagen content and collagen bundle alignment

We performed genome-wide transcriptomic analysis using the other half of the same biopsy samples we analyzed for histology. This enabled us to correlate the expression of differentially expressed genes (DEG) with the different features of the dermal architecture, and thereby inform the molecular profiles underlying these pathological changes.

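RNA from the back skin of 44 female mice was analysed: 10 injected with saline, 10 given bleomycin for 2 weeks, 10 given bleomycin for 4 weeks, and 6 and 8 that recovered for 6 and 10 weeks after 4 weeks of bleomycin. The mice were 8 weeks old at the start and received 100 µL per day. The methods and the sample labels give a bleomycin concentration of 1 U/mL, and the legend of Figure D gives 0.1 U/mL. The authors aligned the reads to mm10 with STAR, counted them on genes and divided the counts of each mouse by one DESeq2 size factor, and these normalized counts are the deposited values. Genes carry Ensembl identifiers, and 42930 of them (98.9%) matched a symbol in the mouse annotation. Every value is a whole multiple of what 1 read is worth in its mouse, so the reads could be recovered, and 100.0% of the values above 0 came out whole in every mouse.
The reads counted on genes ranged from 8509094 to 15285577 per mouse, with a median of 11310008. The median was 9523976 with saline, 9863482 at 2 weeks of bleomycin, 12255521 at 4 weeks, 11528777 at 6 weeks of recovery and 12905996 at 10 weeks of recovery. The paper states an average of 25M reads per sample, and the values given here use the reads counted on genes. A count of 3 reads was taken as the floor of detection. The 10 most abundant genes of a mouse held between 5.56% and 7.8% of its reads. No pair of mice within a group had counts that differed by as little as sampling noise, since the smallest chi-square per degree of freedom was 5.09. Sequencing batches are not named in the labels or the paper, so no batch was examined.
S1 Table lists a mean normalized count for each gene. With saline mouse 1 and 2-week bleomycin mouse 2 left out, the means of the deposited values differed from the listed ones by a median of 0.000247 on the log2 scale. The median difference was 0.0267 with no mouse left out, 0.0117 for the best of 44 single omissions, 0.00835 for the next best of 946 pairs and 0.00661 for the best of 13244 triples. The 42 remaining mice (9 with saline, 9 at 2 weeks of bleomycin and 10, 6 and 8 in the other groups) were therefore taken as the mice behind the mean counts of S1 Table, and the values over these 42 mice precede those over all 44. The match does not tell which mice gave the correlations listed there. The legend of Figure G gives N = 44 for correlations with bundle alignment. The paper does not state that the other 2 mice were left out. Their median correlation with the mice of their own group was 0.9421 for saline mouse 1 and 0.9378 for 2-week bleomycin mouse 2.
Differential expression was tested with limma on log2(normalized count + 1), with all 5 groups in one fit, for the 17037 genes whose mean over the 44 mice was above 3 (17043 genes over the 42 mice). A DEG had an absolute fold change above 1.5 and an adjusted p-value (Benjamini-Hochberg) below 0.05. Fold changes are on the log2(normalized count + 1) scale, which understates the change of genes with few reads. The level of a list of genes in a mouse (its score) was the mean of log2(normalized count + 1) over the list, and groups were compared by two-sided permutation tests, exact where a group held fewer than 10 mice and otherwise with 100000 resamples.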

The expression levels of each expressed gene were first correlated with the levels of dermal thickness, collagen bundle alignment, and total collagen content, across all samples analyzed (Fig 3A). These correlated genes were then intersected with DEG, defined as genes that fulfilled differential expression criteria in any of the comparisons between experimental groups vs. saline control. This analysis identified gene signatures associated with each aspect of fibrotic skin (dermal thickness, collagen bundle alignment, and total dermal collagen). 

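Over the 42 mice of S1 Table, 2658 genes were DEGs at 2 weeks of bleomycin (1457 higher and 1201 lower than with saline), 2887 at 4 weeks (1641 higher, 1246 lower), 778 at 6 weeks of recovery (485 higher, 293 lower) and 585 at 10 weeks of recovery (306 higher, 279 lower). With all 44 mice the numbers were 2851 (1585 higher, 1266 lower), 3053 (1797 higher, 1256 lower), 859 (567 higher, 292 lower) and 519 (349 higher, 170 lower). The sets over 42 and 44 mice shared 2454, 2702, 673 and 406 genes in the same order. At 10 weeks of recovery the share of DEGs that were higher was thus 52.3% over 42 mice and 67.2% over 44. Without a fold change threshold, the setting that moved the numbers most, 6063, 6242, 1547 and 994 genes passed over 44 mice.
At 2 weeks of bleomycin, the genes with the largest rise among DEGs whose groups did not overlap (over all 44 mice, by a rule set beforehand) were Saa3 (ENSMUSG00000040026.7, chromosome 7 of GRCm38 from 46711998 to 46715700) and Chil3 (ENSMUSG00000040809.10, chromosome 3 from 106147554 to 106167564). The normalized count of Saa3 was 2097 ± 2960 (SD, n = 9) at 2 weeks and 3.38 ± 1.4 (n = 9) with saline, a log2 fold change of 8.11 (standard error 0.56, adjusted p = 1.89e-15, limma). Over 44 mice the log2 fold change of Saa3 was 8.49. Chil3 had normalized counts from 155.6 to 448.4 in the 9 mice at 2 weeks and from 0 to 8.29 in the 9 saline mice, a log2 fold change of 6.79 over 42 mice and 6.8 over 44. The same genes had the largest rise at 4 weeks in that set of DEGs, with log2 fold changes of 6.47 for Saa3 and 5.64 for Chil3. Within such DEGs, the largest falls at 2 weeks were in the hair keratin genes Krt25 and Krt71, with log2 fold changes of -10.06 (standard error 1.32) and -9.35 (1.22) over 42 mice. At 4 weeks they were in Cyp2g1 and Gm11596, at -6.1 (0.45) and -4.98 (0.79), since the ranges of Krt25 and Krt71 overlapped those with saline. The log2 fold changes of these 4 genes over 44 mice were -10.51, -9.68, -5.99 and -5.22.
At 6 and 10 weeks of recovery, Cdkn2a and Tnnc1 rose most among DEGs with groups apart, and Inmt fell most. The log2 fold change of Tnnc1 was 4.46 (standard error 0.67) at 6 weeks and 4.35 (0.62) at 10 weeks, and that of Inmt was -3.24 (0.54) and -2.47 (0.5). Next after Inmt came Cd209g at 6 weeks, at -2.76, and Cd209b at 10 weeks, at -2.28 (4.37, 4.27, -3.17, -2.41, -2.68 and -2.19 over 44 mice, in the order given). Both genes also differed from saline during bleomycin. Over the 42 mice the mean normalized count of Tnnc1 was 13.22 with saline and 96.81 and 324.6 at 2 and 4 weeks of bleomycin. It was 177.1 and 333.8 at 6 and 10 weeks of recovery, with a highest value of 1687 at 10 weeks. That of Inmt was 157.8 with saline, 6.667 and 7.629 during bleomycin and 15.42 and 25.02 in recovery. Tnnc1 overlaps Nisch on the opposite strand. Of the DEGs over 44 mice, 708 at 2 weeks, 897 at 4 weeks, 213 at 6 weeks of recovery and 53 at 10 weeks had groups that did not overlap, where chance gives 0.00108%, 0.00108%, 0.025% and 0.00457% of genes.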

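The dermis thickness signature was taken as the 87 genes in the rows of S1 Table given here (1997 of 3318) whose listed correlation with thickness exceeded 0.7 in absolute value, 73 of them positive. The cutoff was applied to r, since applied to r squared it left 0 genes. The signature score of a mouse was the mean z-score of its genes, with the sign turned for negatively correlated genes. The list was chosen by the authors on these mice, so the tests below describe the mice and are not independent of the choice. The rows used are the first of S1 Table, whose listed statistics are those of 6 weeks of recovery. If rows are ordered by that change, which was not tested, the list favours genes that still differ from saline then. Over the 42 mice, 85 of the 87 genes lay on the side of their listed correlation at 6 weeks, so the 6-week score may be raised by selection.
Over the 42 mice of S1 Table the score was -1.0 ± 0.09 (SD, n = 9) with saline, 0.95 ± 0.33 (n = 9) at 2 weeks of bleomycin, 0.99 ± 0.21 (n = 10) at 4 weeks, -0.45 ± 0.17 (n = 6) at 6 weeks of recovery and -0.84 ± 0.15 (n = 8) at 10 weeks of recovery. Every mouse given bleomycin for 2 or 4 weeks lay above every saline mouse. The exact permutation p was 4.11e-05 at 2 weeks and 1.08e-05 at 4 weeks, the smallest these group sizes allow, and the adjusted p-values over 4 comparisons were 8.23e-05 and 4.33e-05. The score remained higher than with saline at 6 weeks of recovery, by 0.55 (adjusted p = 0.000266, exact permutation test, higher in 6 of 6 mice), and at 10 weeks by 0.16 (adjusted p = 0.0217, above the saline mean in 7 of 8 mice). It fell by 1.44 from 4 weeks of bleomycin to 6 weeks of recovery (adjusted p = 0.000375, exact permutation test) and did not differ between 2 and 4 weeks of bleomycin (difference 0.03, adjusted p = 0.798).
With all 44 mice, scored on their own z-scores, the differences from saline were 1.97, 1.95, 0.59 and 0.23 (adjusted p = 6e-05, 6e-05, 0.000167 and 0.015, permutation tests), and the difference between 4 and 2 weeks of bleomycin was -0.02. On that scale saline mouse 1 had a score of -1.74, the lowest of all, and 2-week bleomycin mouse 2 a score of 1.42. Among the 87 genes, 80 were DEGs at 2 weeks, 84 at 4 weeks, 21 at 6 weeks of recovery and 8 at 10 weeks over the 42 mice (82, 86, 22 and 8 over 44). With the cutoff raised to 0.75, which left 13 genes, the difference at 10 weeks of recovery was 0.18 (adjusted p = 0.178, permutation test).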

Using this approach, we identified a gene signature associated with dermis thickness that robustly differentiated the saline, bleomycin-treated and recovery groups. 

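Among the rows of S1 Table given here, 215 genes passed the cutoff of 0.4 for collagen bundle alignment and 334 that for total collagen, 142 of each with a positive correlation. The lists shared 59 genes. The alignment list shared 5 genes with the 87 of dermis thickness, and the collagen list shared 0. With the cutoffs raised by 0.05, to 0.75 for thickness and 0.45 for the other features, the lists held 13, 97 and 192 genes for thickness, alignment and collagen. Alignment and collagen then shared 17 genes, and thickness shared 0 genes with either. With a cutoff of 0.5 for all 3 features, thickness held 743 genes, alignment 27 and collagen 86. Alignment then shared 4 genes with collagen and 6 with thickness, whose list was the longest by far, and these counts were not set against the sizes of the lists.
Scores of single mice were compared within groups, since the groups form clusters. With the group means taken off, the alignment and collagen scores of the 44 mice correlated with a Pearson r of 0.78 (p = 1e-05, adjusted p = 3.5e-05) and a Spearman rho of 0.77 (p = 1e-05, adjusted p = 3.5e-05, permutation within groups, the smallest p these permutations give). Without the 2 mice farthest from the median, r was 0.77. Within single groups r was 0.85 with saline (n = 10, p = 0.00069, permutation test), 0.72 at 2 weeks of bleomycin (n = 10, p = 0.0207), 0.52 at 4 weeks (n = 10, p = 0.126), 0.94 at 6 weeks of recovery (n = 6, exact p = 0.00972) and 0.84 at 10 weeks (n = 8, exact p = 0.0101). The rho in the same order was 0.75, 0.68, 0.56, 1.0 and 0.79, with permutation p of 0.017, 0.0341, 0.0968, 0.00278 (the smallest that 6 mice allow) and 0.0279. After adjustment over 15 relations of 3 score pairs in 5 groups, r passed 0.05 with saline and in both recovery groups (adjusted p = 0.0103, 0.0378 and 0.0378), and rho at 6 weeks of recovery alone (adjusted p = 0.0417). Without the 2 mice farthest from the median of the group, r was 0.79, 0.72, 0.15, 0.96 and 0.42.
For alignment and thickness the correlation of the deviations from the group means was 0.5 (p = 0.00357, adjusted p = 0.00625, rho 0.43, p = 0.0051, adjusted p = 0.00892, permutation tests). It was 0.22 without the 2 mice farthest from the median. For collagen and thickness it was 0.14 (p = 0.407, adjusted p = 0.407, rho 0.15, p = 0.338, adjusted p = 0.338), and -0.09 without the 2 farthest mice. These 3 relations belong to a family of 7. Within single groups, relations with thickness passed 0.05 after adjustment over the 15 relations at 6 weeks of recovery alone. There r was 0.9 for alignment (n = 6, exact p = 0.0153, adjusted p = 0.0458, 0.69 without the 2 farthest mice) and 0.94 for collagen (exact p = 0.00556, adjusted p = 0.0378, 0.83 without them), and rho was 0.83 for both (exact p = 0.0583, adjusted p = 0.125).
Genes on both lists raise the correlation of 2 scores. Without the 59 shared genes, a setting added after the data were seen, the alignment and collagen scores correlated within groups with an r of 0.61 (p = 3e-05, adjusted p = 9e-05, rho 0.6, p = 6e-05, adjusted p = 0.00018, permutation tests over 3 relations, 0.61 without the 2 farthest mice). Alignment and thickness without their 5 shared genes had an r of 0.43 (p = 0.00961, adjusted p = 0.0144, rho 0.36, p = 0.0203, adjusted p = 0.0304, 0.15 without the 2 farthest mice).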

We also identified distinct gene signatures associated with collagen bundle alignment and total dermal collagen, and discovered that these signatures were more similar to each other as compared to the gene signature associated with dermis thickness (Fig 3B), suggesting likely interactions between the molecular mechanisms underlying bundle alignment and collagen deposition. 

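The alignment and collagen lists were chosen by the authors on these mice, so the tests of their scores are not independent of the choice. They come from the same rows of S1 Table as the thickness list, so their scores at 6 weeks of recovery may likewise be raised by selection. The alignment signature score over the 42 mice of S1 Table was -0.98 ± 0.23 (SD, n = 9) with saline, 0.07 ± 0.57 (n = 9) at 2 weeks of bleomycin, 0.75 ± 0.24 (n = 10) at 4 weeks, 0.44 ± 0.48 (n = 6) at 6 weeks of recovery and -0.25 ± 0.58 (n = 8) at 10 weeks. The differences from saline were 1.05, 1.73, 1.42 and 0.73 (adjusted p = 0.000329, 4.33e-05, 0.000329 and 0.00189, exact permutation tests), and 8 of 9, 10 of 10, 6 of 6 and 6 of 8 mice lay above every saline mouse. The collagen score was -1.0 ± 0.31 (n = 9), -0.19 ± 0.35 (n = 9), 0.59 ± 0.3 (n = 10), 0.47 ± 0.36 (n = 6) and 0.25 ± 0.38 (n = 8) in the same order. It was higher than with saline by 0.81, 1.59, 1.48 and 1.25 (adjusted p = 0.000165, 4.33e-05, 0.0002 and 8.23e-05, exact permutation tests).
Between 6 weeks of recovery and 4 weeks of bleomycin the alignment score differed by -0.3 (adjusted p = 0.107) and the collagen score by -0.11 (adjusted p = 0.51), both within the spread between mice by exact permutation tests adjusted over 3 direct comparisons. These direct comparisons of scores were added after the data were seen. Between 4 and 2 weeks of bleomycin the alignment score differed by 0.68 (adjusted p = 0.00763, exact permutation test) and the collagen score by 0.77 (adjusted p = 0.000357, exact permutation test), so the 2-week group lay between saline and 4 weeks on both. Between 10 and 6 weeks of recovery the differences were -0.69 (adjusted p = 0.0614) and -0.23 (adjusted p = 0.413), by the same exact tests. In the whole set of genes, 2185 were DEGs between 6 weeks of recovery and 4 weeks of bleomycin (2035 over 44 mice), 366 between 4 and 2 weeks of bleomycin (400 over 44) and 58 between 10 and 6 weeks of recovery (15 over 44).
With all 44 mice the alignment differences from saline were 1.06, 1.72, 1.45 and 0.81 and the collagen differences 0.79, 1.54, 1.43 and 1.22, with adjusted p-values of 0.00105 or less by permutation tests. In the direct comparisons, the alignment and collagen scores over 44 mice differed by -0.27 (adjusted p = 0.117) and -0.11 (0.479) between 6 weeks of recovery and 4 weeks of bleomycin, by 0.66 (0.00429) and 0.75 (0.00033) between 4 and 2 weeks of bleomycin, and by -0.63 (0.0604) and -0.2 (0.422) between 10 and 6 weeks of recovery (permutation tests). Saline mouse 1 scored -2.3 for alignment and -1.62 for collagen, and 2-week bleomycin mouse 2 scored -0.29 and -0.49.

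**Figure D1:**
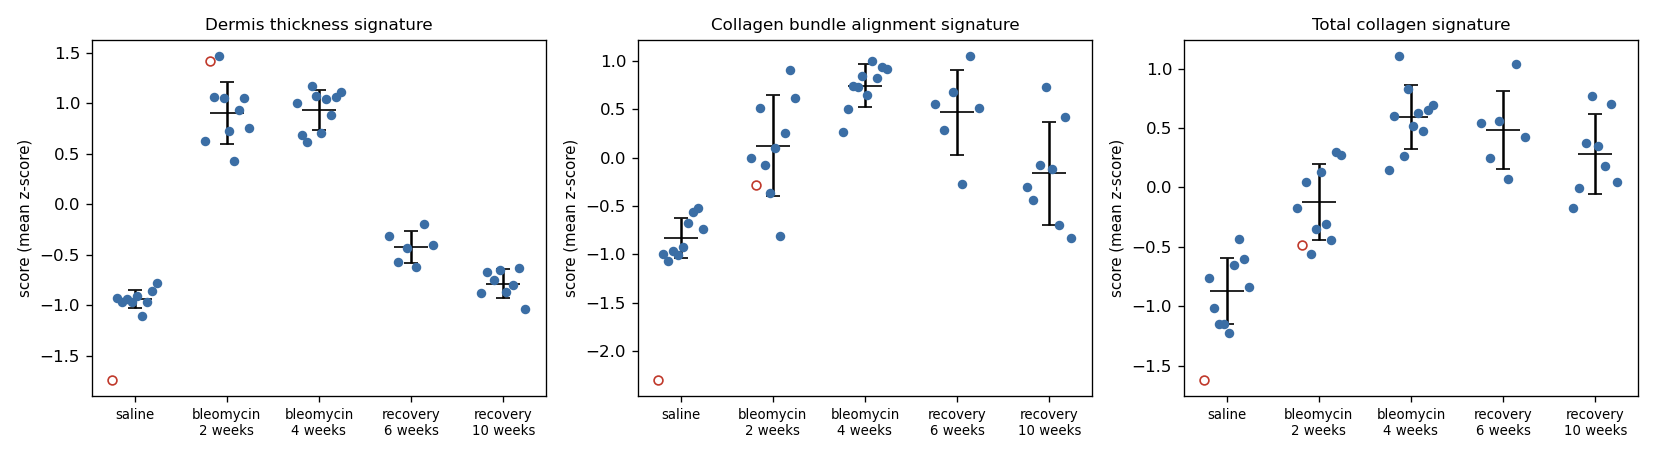
Scores of the dermis thickness, collagen bundle alignment and total collagen signatures (mean z-score over all 44 mice) by group. Each point is 1 mouse, open red circles are the 2 mice outside S1 Table, and bars give the mean and SD of the filled points. All mice at 2 and 4 weeks of bleomycin lie above all saline mice in the thickness panel, and saline mouse 1 is lowest in each panel.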

Both the total collagen and collagen bundle alignment gene signatures appreciably separate saline from bleomycin and recovery samples, but not bleomycin-treated samples from recovery samples.

**Fig 3:**
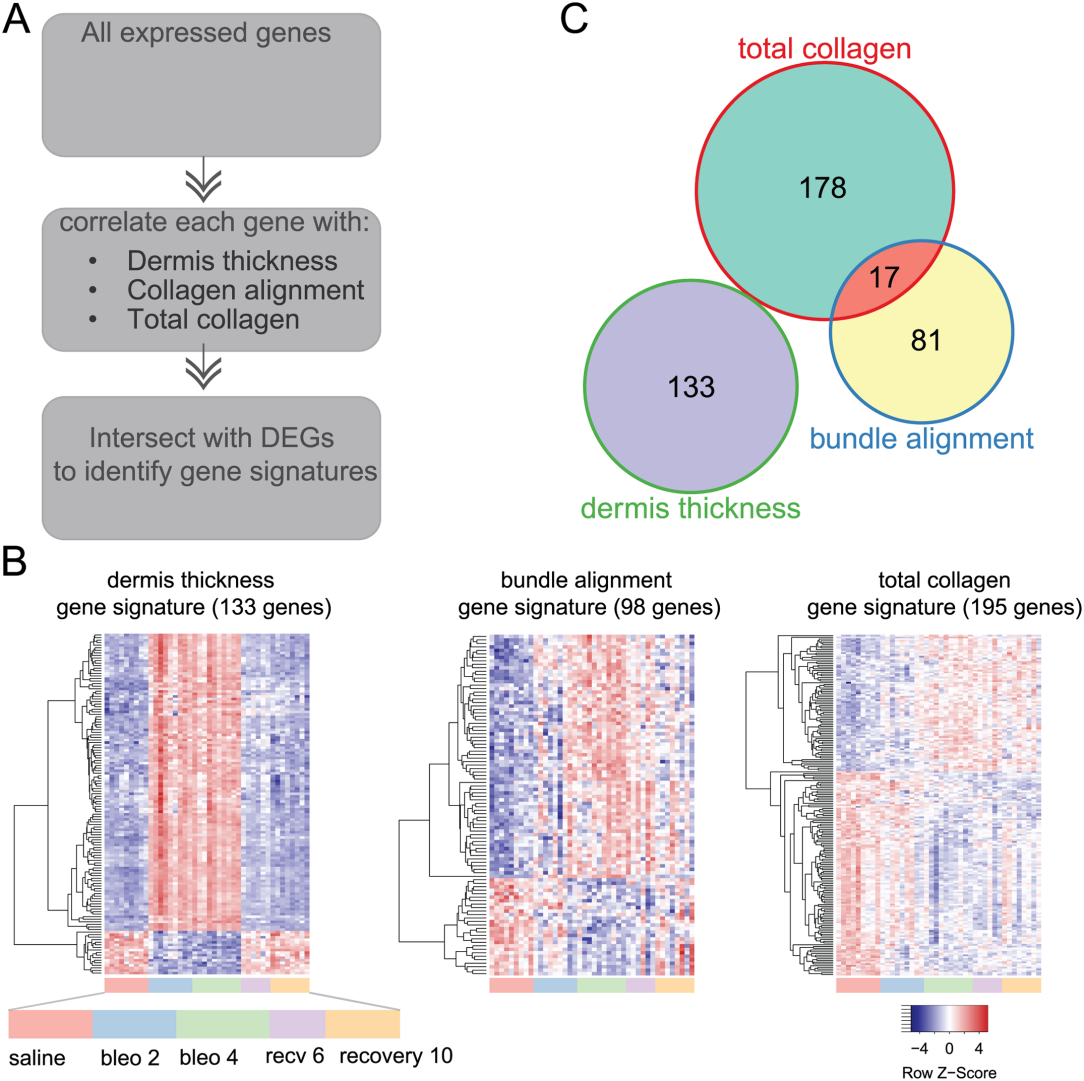
Histopathology and transcriptomic analysis reveals distinct core gene expression signatures of dermal thickness, collagen bundle alignment and total collagen. **(A)** Workflow for identifying gene signatures associated with collagen architectural changes with bleomycin-induced fibrosis. Samples for transcriptomic analysis were obtained from the same study as those for histopathological analysis as described in Fig 2. Across all samples analyzed, expression level of each gene was correlated to histopathological measurements of dermis thickness, collagen bundle alignment, and total collagen. Gene with sufficient correlations were then intersected with pooled differentially expressed genes (DEGs), ie. genes that fulfilled differential expression criteria in any of the comparisons between experimental groups vs. saline control (see Methods), to identify gene signatures. **(B)** Heatmaps showing the expression level of distinct gene signatures identified for each of the dermal architectural features. These signatures could appreciably differentiate amongst treatment groups. Dermal thickness signature shows clear differentiation between 2 and 4 week bleomcyin-treated groups (bleo 2 and bleo 4) from saline and recovery groups (recv 6 and recv 10). Bundle alignment and total collagen signatures separate saline groups from all other groups. **(C)** Pathway analysis by gene ontology (GO) enrichment was performed with GOstats package in Bioconductor. GO term enrichment showed minimal overlap among the three distinct gene signatures. Dermis thickness gene signature was associated with innate immune and interferon signaling; collagen bundle alignment signature enriched for cell membrane components, and total collagen gene signature enriched for mitosis and cell cycle processes.

Pathway analysis of signature genes associated with dermal thickness showed significant enrichment of innate immune cell signaling pathways and pathways associated with anti-viral responses consistent with prior literature associating an inflammatory signature with the bleomycin model[14, 16]. This supports an interpretation that increased dermis thickness early after bleomycin treatment is indicative of inflammatory responses to tissue injury, particularly interferon (IFN) signaling. 

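A list of 53 interferon-stimulated genes, written before the values were seen, was found in full, and 34 of them were in the rows of S1 Table given here. The thickness signature held 26 of these 34 among its 87 genes, all with a positive correlation (over the 1997 rows given, odds ratio 101.3, p = 1.08e-30, Fisher's exact test, two-sided). The collagen signature held 0 of them (p = 0.00392) and the alignment signature 0 (p = 0.0443). Genes of one pathway are not independent of each other, so these p-values describe the lists only. With the thickness cutoff at 0.75, 4 of 13 signature genes were on the list (p = 4.5e-05).
The mean log2(normalized count + 1) of the interferon-stimulated genes over the 42 mice of S1 Table was 7.6 ± 0.19 (SD, n = 9) with saline, 9.42 ± 0.31 (n = 9) at 2 weeks of bleomycin, 9.25 ± 0.23 (n = 10) at 4 weeks, 7.93 ± 0.17 (n = 6) at 6 weeks of recovery and 7.64 ± 0.15 (n = 8) at 10 weeks. It was higher by 1.83 at 2 weeks (9 of 9 mice above every saline mouse, adjusted p = 8.23e-05, exact permutation test) and by 1.65 at 4 weeks (10 of 10, adjusted p = 4.33e-05). At 6 weeks of recovery it was higher by 0.33 (adjusted p = 0.00719, exact permutation test, 6 of 6 mice above the saline mean), and at 10 weeks the difference of 0.04 was within the spread between mice (adjusted p = 0.599, exact permutation test). Over 44 mice the differences were 1.95, 1.72, 0.4 and 0.11 (adjusted p = 6e-05, 6e-05, 0.00549 and 0.343, permutation tests). Saline mouse 1 had a mean of 6.88, the lowest of all, and 2-week bleomycin mouse 2 had 9.96. From the enrichment of such pathways, the paper offers the interpretation that early dermal thickening reflects inflammation after injury.

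**Figure D2:**
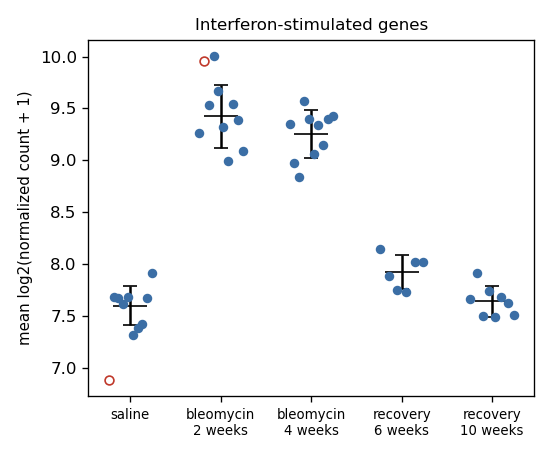
Mean log2(normalized count + 1) of the interferon-stimulated genes by group. Each point is 1 mouse, open red circles are the 2 mice outside S1 Table, and bars give the mean and SD of the filled points; the bleomycin groups sit near 9.42 and 9.25 and the saline group near 7.6.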

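Of a list of 46 mitotic genes, written before the values were seen, 44 were found, and 42 of these were in the rows of S1 Table given here. The collagen signature held 32 of the 42 among its 334 genes, all with a negative correlation (odds ratio 17.5, p = 1.14e-17, Fisher's exact test, two-sided, over the 1997 rows given). The alignment signature held 8 of them (odds ratio 1.99, p = 0.123) and the thickness signature 0 (p = 0.258). At a cutoff of 0.45 the collagen signature held 23 of them among 192 genes (p = 1.02e-13).
The mean log2(normalized count + 1) of the mitotic genes over the 42 mice of S1 Table was 7.65 ± 0.3 (SD, n = 9) with saline, 7.27 ± 0.34 (n = 9) at 2 weeks of bleomycin, 6.88 ± 0.36 (n = 10) at 4 weeks, 7.02 ± 0.21 (n = 6) at 6 weeks of recovery and 7.24 ± 0.28 (n = 8) at 10 weeks. The mitotic genes were therefore lower than with saline in every group, with differences of -0.38, -0.77, -0.64 and -0.41 (adjusted p = 0.0213, 0.000433, 0.002 and 0.014, exact permutation tests). Of the mice, 9 of 9, 10 of 10, 6 of 6 and 8 of 8 lay below the saline mean. With all 44 mice the differences were -0.44, -0.88, -0.74 and -0.52 (adjusted p = 0.0212, 0.00024, 0.00325 and 0.00969, permutation tests). Saline mouse 1 had a mean of 8.69, the highest of all mice, and 2-week bleomycin mouse 2 had 7.77. Within groups, the level of the mitotic genes fell as that of skeletal muscle genes rose (Pearson r -0.63, p = 2e-05, adjusted p = 4.67e-05, and Spearman rho -0.56, p = 0.00017, adjusted p = 0.000397, over 44 mice with group means taken off, permutation tests, 1 of 7 relations). The r was -0.57 without the 2 mice farthest from the median. With the skeletal muscle score as a covariate, a test chosen after the result was seen, the differences over 44 mice were -0.79 at 4 weeks of bleomycin, -0.53 at 6 weeks of recovery and -0.22 at 10 weeks, in place of -0.88, -0.74 and -0.52.

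**Figure D3:**
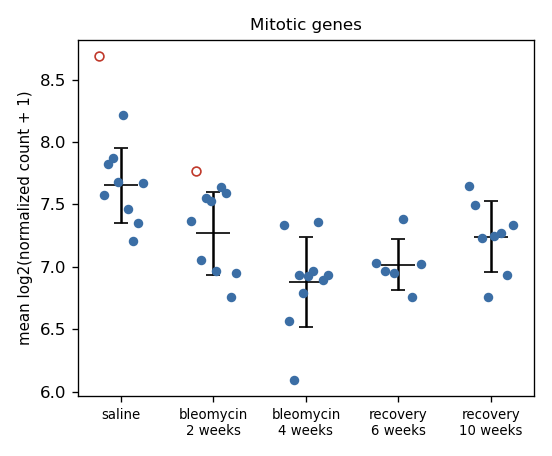
Mean log2(normalized count + 1) of the mitotic genes by group. Each point is 1 mouse, open red circles are the 2 mice outside S1 Table, and bars give the mean and SD of the filled points. Saline mouse 1, at 8.69, is the highest point.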

Genes uniquely associated with total dermal collagen enriched for a large number of pathways, with most significant enrichment in pathways associated with cell cycle processes, nuclear division, and mitosis (data not shown). In contrast, examination of the 81 genes uniquely associated with collagen bundle alignment identified a core set of 7 genes with shared protein-protein interactions. These genes are known to play import roles in cell adhesion, cell migration, and guidance of neural and vascular processes (**Figure F of** S1 File), and their expression was significantly upregulated in concert following bleomycin challenge. 

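In the rows of S1 Table given here, 151 genes passed the cutoff of 0.4 for alignment and neither of the other cutoffs. With the cutoffs raised by 0.05, 80 of the 97 alignment genes were in no other list. The core genes of Figure F are Clec1a, Egfl7, Emcn, Esam, Gfra3, Robo4 and Sparcl1. All 7 were in the alignment list at these settings. At the cutoff of 0.4, 6 of the 7 were in the alignment list alone, and at 0.45 all 7 were. The gene that changed between 0.4 and 0.45 was Emcn, for which the paper's listed correlation with total collagen is 0.41. With a cutoff of 0.5 for all features, 4 of the 7 were in the alignment list of 27 genes and 2 were among the 18 in that list alone. Of the 215 alignment genes, 63 were DEGs at 2 weeks of bleomycin, 153 at 4 weeks and 24 at 10 weeks of recovery over the 42 mice of S1 Table (77, 177 and 45 over 44 mice), each of them changed in the direction of its listed correlation.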

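The authors chose the 7 core genes in these mice, so the tests below describe the mice and are not independent of that choice. The mean log2(normalized count + 1) of the 7 core genes over the 42 mice of S1 Table was 7.43 ± 0.11 (SD, n = 9) with saline, 7.94 ± 0.38 (n = 9) at 2 weeks of bleomycin, 8.19 ± 0.19 (n = 10) at 4 weeks, 8.17 ± 0.17 (n = 6) at 6 weeks of recovery and 7.9 ± 0.2 (n = 8) at 10 weeks. It was higher than with saline by 0.51, 0.76, 0.73 and 0.46 (adjusted p = 0.00247, 4.33e-05, 0.000266 and 8.23e-05, exact permutation tests), with 8 of 9, 10 of 10, 6 of 6 and 8 of 8 mice above every saline mouse. With all 44 mice the differences were 0.52, 0.81, 0.79 and 0.52 (adjusted p = 0.00144, 6e-05, 0.000167 and 6e-05, permutation tests). Saline mouse 1 had a mean of 6.92, the lowest of all mice, and 2-week bleomycin mouse 2 had 7.61. The median over the genes in place of the mean gave the largest change at 4 weeks, to a difference of 0.65.
Emcn (ENSMUSG00000054690, chromosome 3 of GRCm38 from 137341067 to 137432185) had a normalized count of 106.9 ± 23.3 (SD, n = 9) with saline, 174.6 ± 23.1 (n = 9) at 2 weeks, 193.3 ± 30.4 (n = 10) at 4 weeks, 182.8 ± 43.1 (n = 6) at 6 weeks of recovery and 151.8 ± 18.3 (n = 8) at 10 weeks. Its log2 fold change at 4 weeks was 0.86 (standard error 0.11, adjusted p = 1.43e-08, limma). Gfra3 (ENSMUSG00000024366, chromosome 18 from 34689898 to 34720387) rose at 4 weeks from 69.3 ± 18.4 (n = 9) to 156.5 ± 30.9 (n = 10), a log2 fold change of 1.18 (standard error 0.18, adjusted p = 1.08e-06, limma), and at 2 weeks its log2 fold change of 0.41 did not pass the threshold (adjusted p = 0.0766, limma). Clec1a (ENSMUSG00000033082, chromosome 6 from 129424772 to 129452000) had a log2 fold change of 1.06 (standard error 0.16) at 4 weeks and Sparcl1 (ENSMUSG00000029309, chromosome 5 from 104079111 to 104113733) one of 0.7 (0.12). The log2 fold changes of Egfl7, Robo4 and Esam at 4 weeks were 0.56, 0.52 and 0.44, below the fold change threshold of 1.5. Over 44 mice the log2 fold changes at 4 weeks were 0.9 for Emcn, 1.13 for Gfra3, 1.14 for Clec1a, 0.85 for Sparcl1, 0.56 for Egfl7, 0.56 for Robo4 and 0.54 for Esam. Egfl7 overlaps Gm20532 and Mir126a on its own strand and Agpat2 and Mir126b on the opposite one, and Sparcl1 overlaps Gm26703 on the opposite strand.
With group means taken off, 20 of the 21 pairs of core genes correlated positively across the 44 mice, with a median r of 0.41 and a range of -0.18 to 0.86. The core gene level correlated within groups with that of 24 other endothelial genes (Pearson r 0.92, p = 1e-05, adjusted p = 3.5e-05, and Spearman rho 0.9, p = 1e-05, adjusted p = 3.5e-05, permutation tests, the smallest p these permutations give, 1 of 7 relations, r 0.89 without the 2 mice farthest from the median). The paper states that these genes have roles in adhesion, migration and guidance, and proposes that the set may have a part in how cells respond to bundle alignment.

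**Figure D4:**
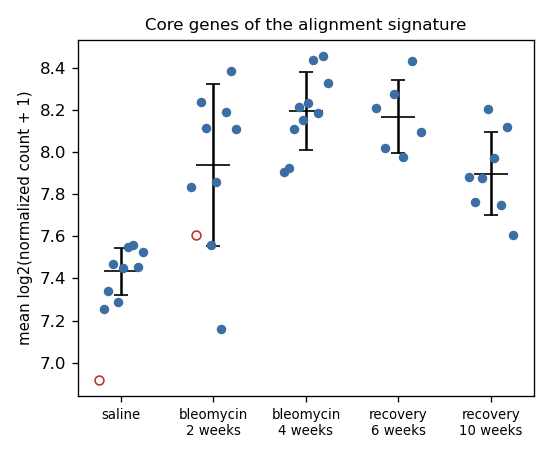
Mean log2(normalized count + 1) of the core genes by group. Each point is 1 mouse, open red circles are the 2 mice outside S1 Table, and bars give the mean and SD of the filled points. All mice at 4 weeks of bleomycin and in recovery lie above all saline mice.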

Notably, 5 of the 7 genes were also featured in published human SSc datasets (*Emcn*, *Esam*, *Gfra3*, *Robo4*, *and Sparcl1*). Furthermore, the expression levels of these genes were all positively correlated with bundle alignment (**Figure G of** S1 File**)**. Together, these data suggested that this set of genes may play a role in directing the cellular response to fibrosis-induced collagen bundle alignment.

### Alignment of ECM fiber bundles alters gene expression signatures of human dermal fibroblasts and enhances cell migration phenotype

To directly determine whether collagen bundle alignment can affect the phenotypes of dermal fibroblasts, we used an *in vitro* model for 3D cell culture in systems of either randomly oriented or aligned nanofibers with adsorbed type I collagen. Expression profiling of human dermal fibroblasts from these culture conditions identified enrichment of cell migration-related pathways associated with the aligned fiber condition (Fig 4A). Although the specific genes identified here differ from those found in the bleomycin model bundle alignment signature, both are cell migration-related. Additionally, we performed time lapse imaging using the same *in vitro* culture systems, and observed that fibroblasts cultured on aligned nanofibers with adsorbed collagen showed an enhanced migratory phenotype compared to fibroblasts on randomly-oriented collagen-adsorbed nanofibers (**Figure H of** S1 File), with increased migratory distance and directionality.

**Fig 4:**
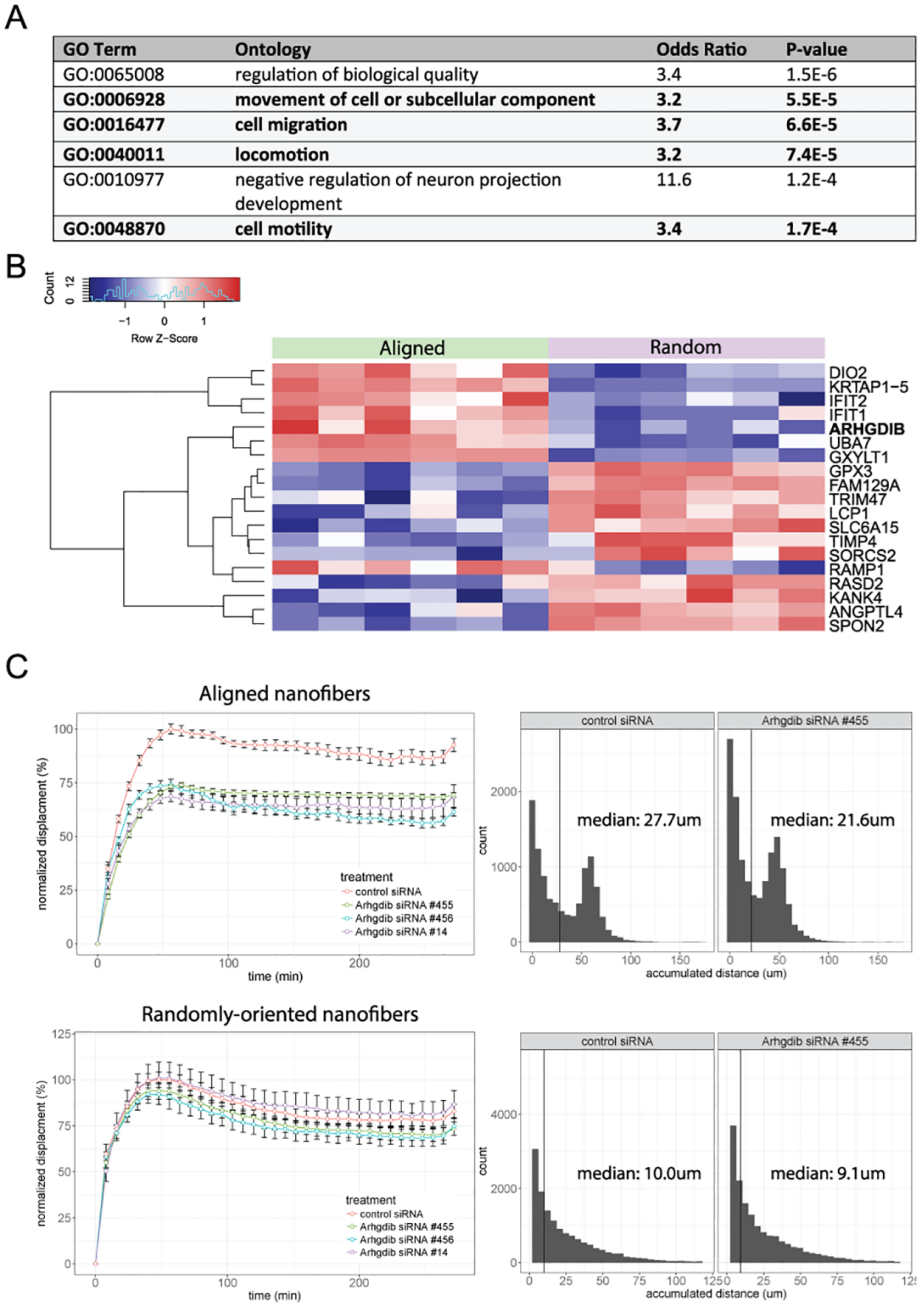
Primary human dermal fibroblasts respond to aligned ECM fibers by alterations in cell migration signaling. Dermal fibroblasts were cultured for 48 hours on aligned vs. randomly oriented nanofibers coated with type I collagen. RNAseq was performed on harvested. A total of 78 genes exhibited differential expression between the two culture conditions. **(A)** Gene ontology (GO) enrichment of DEGs. GO over-representation was performed with GOstats package in Bioconductor. Top enriched ontologies shown, ordered by p-value. **(B)** Heatmap representation using normalized FPKM values of the 19 DEGs that were also featured in published human SSc datasets. Each column represents an independent biological replicate. **(C)**. Assay of fibroblast migration by time lapse imaging. Cells were transfected with silencer select siRNA (ThermoFisher, Waltham, MA) against *Arhgdib* using 3 independent siRNAs, or a negative control siRNA. Mean cell displacement (left panels) and accumulated migration distances (right panels) on aligned-nanofibers (top row) or randomly-oriented nanofibers (bottom row). Mean cell displacement is normalized to control siRNA transfected samples. Mean cell displacement was reduced by approximately 25% upon Arhgdib inhibition on aligned fiber culture conditions (p < 7.0e-11). Results are show for 1 of 2 representative experiments. No significant effect was seen in cells cultured on randomly-oriented fibers.

Of the 78 differentially expressed genes identified from our *in vitro* model, 19 of these were also expressed in at least one of three published SSc skin datasets (Fig 4B, Table 1, **Table B of** S1 File). *Arhgdib* (Rho GDP-dissociation inhibitor 2) was one of the most upregulated genes following fibroblast culture on aligned fiber substrates and significantly upregulated in 2 separate published SSc skin datasets, as well as in our bleomycin model. Therefore, we evaluated the potential role of *Arhgdib* in regulating fibroblast migration on aligned vs. randomly-oriented ECM fibers. 

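Arhgdib (ENSMUSG00000030220) lies on chromosome 6 of GRCm38 from 136923655 to 136941899 and overlaps Pde6h on the opposite strand. Over the 42 mice of S1 Table its normalized count was 1176 ± 219 (SD, n = 9) with saline, 1729 ± 464 (n = 9) at 2 weeks of bleomycin, 1582 ± 197 (n = 10) at 4 weeks, 1280 ± 79.9 (n = 6) at 6 weeks of recovery and a mean of 935.4 (753.1 to 1103, n = 8) at 10 weeks. The log2 fold change was 0.54 at 2 weeks (standard error 0.11, adjusted p = 7.75e-05, limma) and 0.44 at 4 weeks (0.1, adjusted p = 0.000664), both below the fold change threshold of 1.5. All 9 mice at 2 weeks and all 10 at 4 weeks were above the saline mean (adjusted p = 0.00165 for both, exact permutation tests). At 6 weeks of recovery the log2 fold change was 0.14 (adjusted p = 0.474, limma, and 0.217, exact permutation test), and at 10 weeks it was -0.32 (adjusted p = 0.0541, limma, and 0.0107, exact permutation test), with 0 of 8 mice above the saline mean. Over 44 mice the adjusted p of the exact permutation tests was 0.156 at 6 weeks of recovery and 0.113 at 10 weeks, where the difference was -0.25.
Among all 44 mice the count was 2020 ± 1020 (SD, n = 10) at 2 weeks and 1127 ± 258 (n = 10) with saline. The log2 fold change at 2 weeks was then 0.76 (standard error 0.14, adjusted p = 4.5e-05, limma), which passes the fold change threshold, and at 4 weeks it was 0.51 (0.14, adjusted p = 0.00433). With limma and a fold change above 1.5, whether Arhgdib is a DEG at 2 weeks thus depends on the 2 mice outside S1 Table. DESeq2 with a prior and a log2 threshold of 0.5, chosen after seeing the values, called it at 2 weeks over the 42 mice, so the call depends on the threshold and the fit as well. Its normalized count was 4644 in 2-week bleomycin mouse 2 and 685.6 in saline mouse 1. The level of 22 leukocyte genes was higher at 4 weeks by 0.87, and with it as a covariate the 4-week difference of Arhgdib was -0.17 in place of 0.51.

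**Figure D5:**
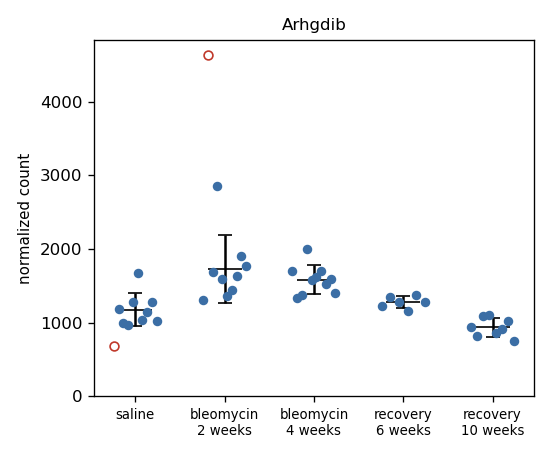
Normalized counts of Arhgdib by group. Each point is 1 mouse, open red circles are the 2 mice outside S1 Table, and bars give the mean and SD of the filled points. 2-week bleomycin mouse 2 lies at 4644, above all other mice.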

Knockdown of *Arhgdib* by RNA silencing significantly reduced directed cell migration under aligned fiber culture conditions, as shown by reduced mean cell displacement (Fig 4C, **Figure I of** S1 File). In contrast, *Arhgdib* inhibition had no effects on mean cell displacement when cells were cultured on randomly-oriented fiber substrates. These data indicate a role for *Arhgdib* in directed cell migration on aligned ECM fibers.

**Table 1:** DEGs in primary human fibroblasts cultured on aligned vs. randomly-oriented fibers that are shared with human SSc datasets.

Symbol	Name	Functions	SSc dataset*			
			1	2	3	4
DIO2	deiodinase, iodothyronine, type II	Thyroid hormone action, thyroxine to T3 conversion	✓	✓		✓
KRTAP1-5	keratin associated protein 1–5	Structural protein in hair shaft	✓			✓
IFIT2	Interferon-Induced Protein With Tetratricopeptide Repeats 2	Interferon signaling, Anti-viral response, RNA binding			✓	✓
IFIT1	Interferon-Induced Protein With Tetratricopeptide Repeats 1	Interferon signaling, Anti-viral response, RNA binding			✓	✓
ARHGDIB	Rho GDP dissociation inhibitor (GDI) beta	Cell migration, GTPase activity	✓	✓		✓
UBA7	Ubiquitin-Like Modifier Activating Enzyme 7	E1 ubiquitin-activating enzyme, interferon signaling, antigen processing			✓	✓
GXYLT1	Glucoside Xylosyltransferase 1	Metabolism, Heparan sulfate/heparin (HS-GAG) metabolism			✓	
GPX3	Glutathione Peroxidase 3	Glutathione metabolism, Cellular Senescence	✓			✓
FAM129A	Family With Sequence Similarity 129, Member A	response to endoplasmic reticulum stress			✓	
TRIM47	Tripartite Motif Containing 47	metal ion binding	✓			
LCP1	Lymphocyte Cytosolic Protein 1	T cell activation involved in immune response, Cell migration			✓	✓
SLC6A15	Solute Carrier Family 6 (Neutral Amino Acid Transporter), Member 15	ion transport, neurotransmitter transpor			✓	
TIMP4	TIMP metallopeptidase inhibitor 4	Extracellular matrix	✓			✓
SORCS2	sortilin related VPS10 domain containing receptor 2	Unknown, biomarker for amyotrophic lateral sclerosis	✓			
RAMP1	Receptor (G protein-coupled) activity modifying protein 1	Calcitonin receptor binding, T-cell activation	✓			
RASD2	RASD family member 2	Locomotory behavior, GTPase activity	✓			✓
KANK4	KN motif and ankyrin repeat domains 4	Cell motility	✓			
ANGPTL4	angiopoietin like 4	Lipid metabolism, angiogenesis, anti-apoptosis	✓			✓
SPON2	spondin 2	Cell migration, innate immunity	✓			✓

DEG were identified in primary human fibroblasts as described in Fig 4 and intersected with those from publically available human SSc datasets and our murine bleomycin study herein

*datasets referenced: 1. [13], 2. [16] 3. [18] 4. Mouse model of bleomycin-induced SSc herein

## Discussion

It has been posited that the well-organized ECM ultrastructure within the *in vivo* microenvironment could be important in maintaining the pathological myofibroblast phenotype in SSc. We addressed this hypothesis through a novel approach, using our newly developed quantitative method of image analysis of skin collagen ultrastructure in conjunction with genome-wide transcriptomic analysis. We quantified collagen bundle alignment as a feature of dcSSc in forearm skin biopsies and showed it to be recapitulated in mouse models of SSc. Furthermore, we also identified gene expression pathways correlated with this feature, suggesting that the guidance cues from aligned collagen bundles enhance the fibrogenic potential of dermal fibroblasts, via increased signaling through cell migration, adhesion, and guidance pathways, and we supported this thesis by directly validating that fiber alignment enhances the directed migration of human dermal fibroblasts in engineered 3D culture systems with aligned nanofibers vs randomly oriented nanofibers. Importantly, we also demonstrate a fiber alignment-induced cell migration gene signature, including DEGs also upregulated in human SSc skin, and a role for *Arhgdib* in regulating cell migration on aligned but not randomly-oriented ECM fibers. Together, these results suggest that collagen bundle alignment in dcSSc patients may be an extracellular cue in fibrotic ECMs to which fibroblasts/myofibroblasts respond by altering their cell migration phenotype.

We quantitatively established that dermal collagen bundle alignment is increased in dcSSc skin and that this feature is recapitulated in the bleomycin model of SSc in mice. These observations are not limited to the bleomycin model, as we also observed increased collagen bundle alignment in the sclerodermatous graft-vs-host disease model of SSc (scl-GVHD), suggesting that changes to collagen bundle alignment is likely a feature of dermal fibrosis and not unique to one model (**Figure J of** S1 File).

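The network of Figure F also holds the cell division genes Anln, Bora, BC055324, Eme1, Mastl, Nek2 and Troap, chosen by the authors in these mice. Their mean log2(normalized count + 1) over the 42 mice of S1 Table was 6.53 ± 0.23 (SD, n = 9) with saline, 6.08 ± 0.35 (n = 9) at 2 weeks of bleomycin, 5.75 ± 0.29 (n = 10) at 4 weeks, 5.86 ± 0.31 (n = 6) at 6 weeks of recovery and 6.14 ± 0.3 (n = 8) at 10 weeks. It differed from saline by -0.46, -0.78, -0.67 and -0.4 (adjusted p = 0.0058, 0.00026, 0.0012 and 0.0058, exact permutation tests), and 9 of 9, 10 of 10, 6 of 6 and 8 of 8 mice lay below the saline mean. Over 44 mice the differences were -0.51, -0.88, -0.77 and -0.5 (adjusted p = 0.00481, 0.00012, 0.000749 and 0.00481, permutation tests). Saline mouse 1 had a mean of 7.51 and 2-week bleomycin mouse 2 one of 6.54. Nek2 (ENSMUSG00000026622, chromosome 1 of GRCm38 from 191821444 to 191833050) had the largest change at 4 weeks, with a normalized count of 67.7 ± 21.6 (SD, n = 10) against 143.7 ± 37.7 (n = 9) with saline and a log2 fold change of -1.1 (standard error 0.19, adjusted p = 1.01e-05, limma). Troap was next at -1.07 (0.2). The other genes had log2 fold changes between -0.83 (Anln) and -0.5 (BC055324) at 4 weeks, and that of BC055324 was below the fold change threshold over 42 mice but not over 44, at -0.61.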

Our *in vivo* results suggested that increased collagen bundle alignment with fibrosis progression coordinates changes in gene expression to promote cell migration and inhibit cell division. This interpretation is also supported by literature on the effects of substrate alignment cues on cell migration and motility [23–26]. To directly validate the effects of ECM alignment on primary human fibroblast motility and additionally elucidate the gene expression changes induced by fiber alignment, we employed an *in vitro* system whereby these cells were cultured in a 3D culture system with either randomly-oriented or aligned nanofibers adsorbed with type I collagen. Although the simplicity of this system limits its physiological relevance, this system allowed us to isolate the effects of ECM fiber bundle alignment from the myriad of other complexities within the *in vivo* microenvironment. Using this system, we identified an enrichment of cell migration related pathways that was associated with aligned-fiber culture conditions. Notably, when we intersected the 78 DEG identified in the fibroblasts cultured on the aligned vs. randomly-oriented nanofibers with the DEG in human dcSSc vs healthy skin datasets, we found that 24% of the DEGs (19 of 78) are also upregulated in at least one of three published human SSc datasets [13, 16, 18] (Table 1). Notable among these is *Arhgdib* (Rho GDP Dissociation Inhibitor Beta), a gene that has reported roles in regulating cell migration in lung and pancreatic tumors [27–29], and is also differentially expressed in published human SSc datasets. Additionally, we observed from time-lapse imaging experiments that fibroblasts on aligned fiber substrates showed an enhanced migratory phenotype, manifested as increased mean cell displacement and increased total migration distance. Using siRNA knockdown of *Arhgdib* in migration experiments (Fig 4C), we showed that inhibition of this gene resulted in reduced mean cell displacement of cells on aligned but not randomly-oriented nanofibers, suggesting that *Arhgdib* may be one of the genes mediating the specific cell migration response to aligned ECM fibers in SSc.

We also identified a cell migration gene signature associated with bundle alignment in the mouse bleomycin model, with 5 of the 7 signature genes also featured in human SSc. Although we observed that cell migration signaling was similarly enriched in the bundle-alignment signature in our analysis of both the bleomycin model *in vivo* and the aligned cultured system *in vitro*, we did not identify the same set of genes from both experiments. We believe that this discrepancy may be attributed to the inherent differences between the two experimental systems (*in vivo* tissue vs. *in vitro* cell culture) as well as differences in species (mouse vs. human). Despite these differences, the association between collagen bundle alignment and cell migration genes suggests a broadly conserved cellular response to increased alignment of ECM fibers within fibrotic skin.

One important limitation of our current study is the small sample size of the SSc cohort analyzed. Another limitation is that we were not able to validate the genes of interest (identified by RNASeq) by immunostaining of human SSc skin samples due to limited SSc sample availability. Because SSc is a highly heterogeneous disease, future studies using larger samples sizes, and well defined clinical cohorts will be necessary to confirm these findings.

Based on our novel approach encompassing structural, transcriptomic and functional analyses, we identified genes and pathways that appeared to be dependent on collagen bundle alignment, that are also featured in human SSc skin datasets, therefore suggesting that responses to collagen bundle alignment may be an important factor in the fibrogenic process in SSc. We propose that ECM fiber bundle alignment acts as an extracellular cue directing fibroblast migration, and that dysregulation of the organized ECM ultrastructure may thereby be a driver in fibrotic diseases such as SSc. One possible mechanism is through induced cell polarization by extensive interactions with the highly aligned underlying substrate. Indeed, such a mechanism has been observed in vitro, whereby persistent, high velocity motility of tumor cells is observed when cells are cultured on unidirectional micropatterned stripes, but not in 2D culture [30]. We speculate that there is crosstalk whereby the migratory fibroblasts in turn play a role in shaping the ECM. Indeed, within the fibrotic regions in SSc skin, we and others [31] have also observed fibroblasts embedded within, and closely associated with densely packed collagen bundles—suggesting that a similar mechanism may also be relevant *in vivo*. Understanding these cell-ECM interactions may inform our understanding of the pathogenesis of SSc and may lead to new therapeutic targets for treatment of this intractable disease.

## Supporting information

S1 File Supporting information. Compiled supplementary figures and tables.
(DOCX) Click here for additional data file.

S1 Table Differentially expressed genes from bleomycin mouse model. 

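Of the 3318 rows of S1 Table, 1997 were used here, and all 1997 were found in the deposited values. For these genes, log2 fold changes of recovery at 6 weeks over saline, computed by DESeq2 with a prior on the recovered reads of the 42 mice, correlated with the listed ones with an r of 0.9999 across genes, which are not independent replicates, and differed by a median of 0.00155. Over all 44 mice the correlation was 0.9862 and the median difference 0.0696. For the other comparisons with saline, over 42 or 44 mice, the correlation lay between 0.5092 and 0.8559, so the listed statistics are those of the 6-week recovery group.
The first rows are Nov (named Ccn3 in the annotation), Cdkn2a, Col8a1, Islr2 and Cd209f. The normalized count of Nov over the 42 mice was 1668 ± 293 (SD, n = 6) at 6 weeks of recovery and 208.1 ± 43.9 (n = 9) with saline, a log2 fold change of 3.01 (standard error 0.18, adjusted p = 2.18e-15, limma). Cdkn2a (chromosome 4 of GRCm38 from 89274471 to 89294653) rose from 1.81 ± 1.57 (n = 9) to 126.4 ± 42.9 (n = 6), a log2 fold change of 5.66 (standard error 0.35, adjusted p = 2.27e-15, limma), with at most 4 reads in a saline mouse. The log2 fold changes of Col8a1, Islr2 and Cd209f were 2.67 (standard error 0.2), 3.27 (0.32) and -2.73 (0.23). Across 44 mice those of the 5 genes were 3.14, 5.78, 2.68, 3.4 and -2.67. In saline mouse 1 the normalized counts were 81.1 for Nov, 0 for Cdkn2a, 79.9 for Col8a1, 10.7 for Islr2 and 378 for Cd209f. Islr2 overlaps Islr on its own strand and 1600029O15Rik on the opposite one, and the paper's text does not name the counting tool or its strand setting.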

(CSV) Click here for additional data file.

S2 Table Differentially expressed genes from human fibroblast culture. (CSV) Click here for additional data file.

# Supplementary material for: Increased dermal collagen bundle alignment in systemic sclerosis is associated with a cell migration signature and role of Arhgdib in directed fibroblast migration on aligned ECMs
**Source:** PLoS One. 2017 Jun 29;12(6):e0180751. doi: 10.1371/journal.pone.0180751
**Supplement:** S1 File — Compiled supplementary figures and tables.

**Supporting Information**

**Table A.** Human SSc skin biopsies: demographics and clinical parameters

|  | **Diffuse (n = 19)** | **Limited (n = 5)** | **Healthy (n = 6)** |
| --- | --- | --- | --- |
| **Age (mean ± SD years)** | 53.6 ± 10.3 | 61.8 ± 4.2 | 41.2 ± 16.1 |
| **Disease duration (mean ± SD months)** | 22.4 ± 29.4 | 51.5 ± 78.0 | N/A |
| **Gender (male, female), (% male)** | (7, 12) (0.35) | (0, 5) (0) | (5, 1) (0.83) |
| **Total body MRSS (mean ± SD)** | 24.1 ± 12.6 | 2.5 ± 1 | N/A |

**Table B.** DEGs in primary human fibroblasts cultured on aligned vs. randomly-oriented fibers that are shared with human SSc datasets. Fold change and adjusted p-values indicated, N = 6 for each group (aligned vs. random).

| **Symbol** | **Name** | **Functions** | **fold change** | **p-adj** |
| --- | --- | --- | --- | --- |
| DIO2 | deiodinase, iodothyronine, type II | Thyroid hormone action, thyroxine to T3 conversion | 1.507199 | 9.06E-09 |
| KRTAP1-5 | keratin associated protein 1-5 | Structural protein in hair shaft | 1.530911 | 2.41E-14 |
| IFIT2 | Interferon-Induced Protein With Tetratricopeptide Repeats 2 | Interferon signaling, Anti-viral response, RNA binding | 1.61875 | 4.98E-05 |
| IFIT1 | Interferon-Induced Protein With Tetratricopeptide Repeats 1 | Interferon signaling, Anti-viral response, RNA binding | 1.628676 | 7.27E-07 |
| ARHGDIB | Rho GDP dissociation inhibitor (GDI) beta | Cell migration, GTPase activity | 1.537046 | 2.50E-05 |
| UBA7 | Ubiquitin-Like Modifier Activating Enzyme 7 | E1 ubiquitin-activating enzyme, interferon signaling, antigen processing | 1.503776 | 1.15E-08 |
| GXYLT1 | Glucoside Xylosyltransferase 1 | Metabolism, Heparan sulfate/heparin (HS-GAG) metabolism | 1.600852 | 3.01E-24 |
| GPX3 | Glutathione Peroxidase 3 | Glutathione metabolism, Cellular Senescence | 0.551699 | 1.51E-06 |
| FAM129A | Family With Sequence Similarity 129, Member A | response to endoplasmic reticulum stress | 0.662971 | 1.59E-13 |
| TRIM47 | Tripartite Motif Containing 47 | metal ion binding | 0.646986 | 0.002053 |
| LCP1 | Lymphocyte Cytosolic Protein 1 | T cell activation involved in immune response, Cell migration | 0.601185 | 0.000847 |
| SLC6A15 | Solute Carrier Family 6 (Neutral Amino Acid Transporter), Member 15 | ion transport, neurotransmitter transpor | 0.656139 | 2.93E-05 |
| TIMP4 | TIMP metallopeptidase inhibitor 4 | Extracellular matrix | 0.604752 | 0.008017 |
| SORCS2 | sortilin related VPS10 domain containing receptor 2 | Unknown, biomarker for amyotrophic lateral sclerosis | 0.602808 | 0.016744 |
| RAMP1 | Receptor (G protein-coupled) activity modifying protein 1 | Calcitonin receptor binding, T-cell activation | 1.698746 | 0.044625 |
| RASD2 | RASD family member 2 | Locomotory behavior, GTPase activity | 0.571867 | 0.00014 |
| KANK4 | KN motif and ankyrin repeat domains 4 | Cell motility | 0.60567 | 0.000751 |
| ANGPTL4 | angiopoietin like 4 | Lipid metabolism, angiogenesis, anti-apoptosis | 0.610034 | 1.09E-05 |
| SPON2 | spondin 2 | Cell migration, innate immunity | 0.656147 | 9.11E-11 |

**Figure A.** Workflow for identification and quantification of dermal collagen bundle alignment
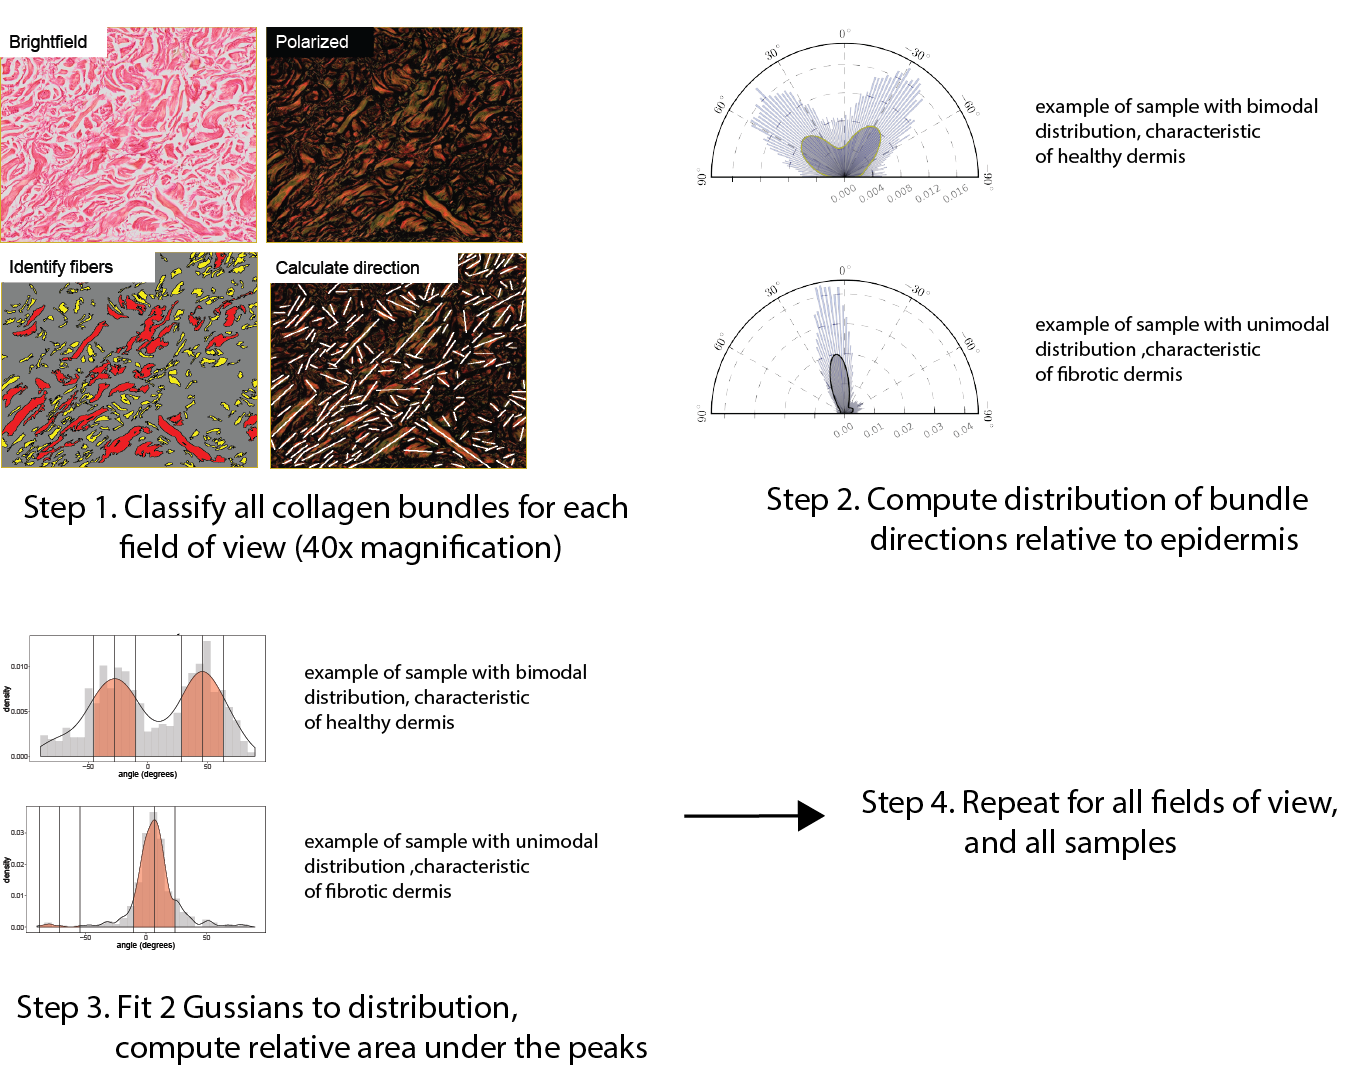

**Step 1)** Collagen bundles in forearm skin biopsy tissue sections were stained by picosirius red (PSR). Slides were digitally scanned, and whole slide imaging performed to visualize collagen bundles under circularly polarized light microscopy. **Step 2)** Angle of alignment of each collagen bundle was computed relative to the epidermis, and distributions of collagen bundle directions were analyzed for each sample. Healthy skin shows the characteristic bimodal distribution, whereas a single or skewed distribution was observed in dcSSc samples. **Step 3)** Quantification of collagen bundle alignment is defined as the relative proportion of fibers under each distribution. Healthy samples with a biomodal distribution will have a ratio close to 0.5, while skin with higher bundle alignment will have a ratio skewed towards 1.0 **Step 4)** Analysis described in steps 1-3 was repeated for all samples.

**Figure B.** Dermal collagen bundle alignment reflects a distinct aspect of fibrotic tissue that is associated with total collagen, but independent of Modified Rodnan Skin Score (MRSS) and age

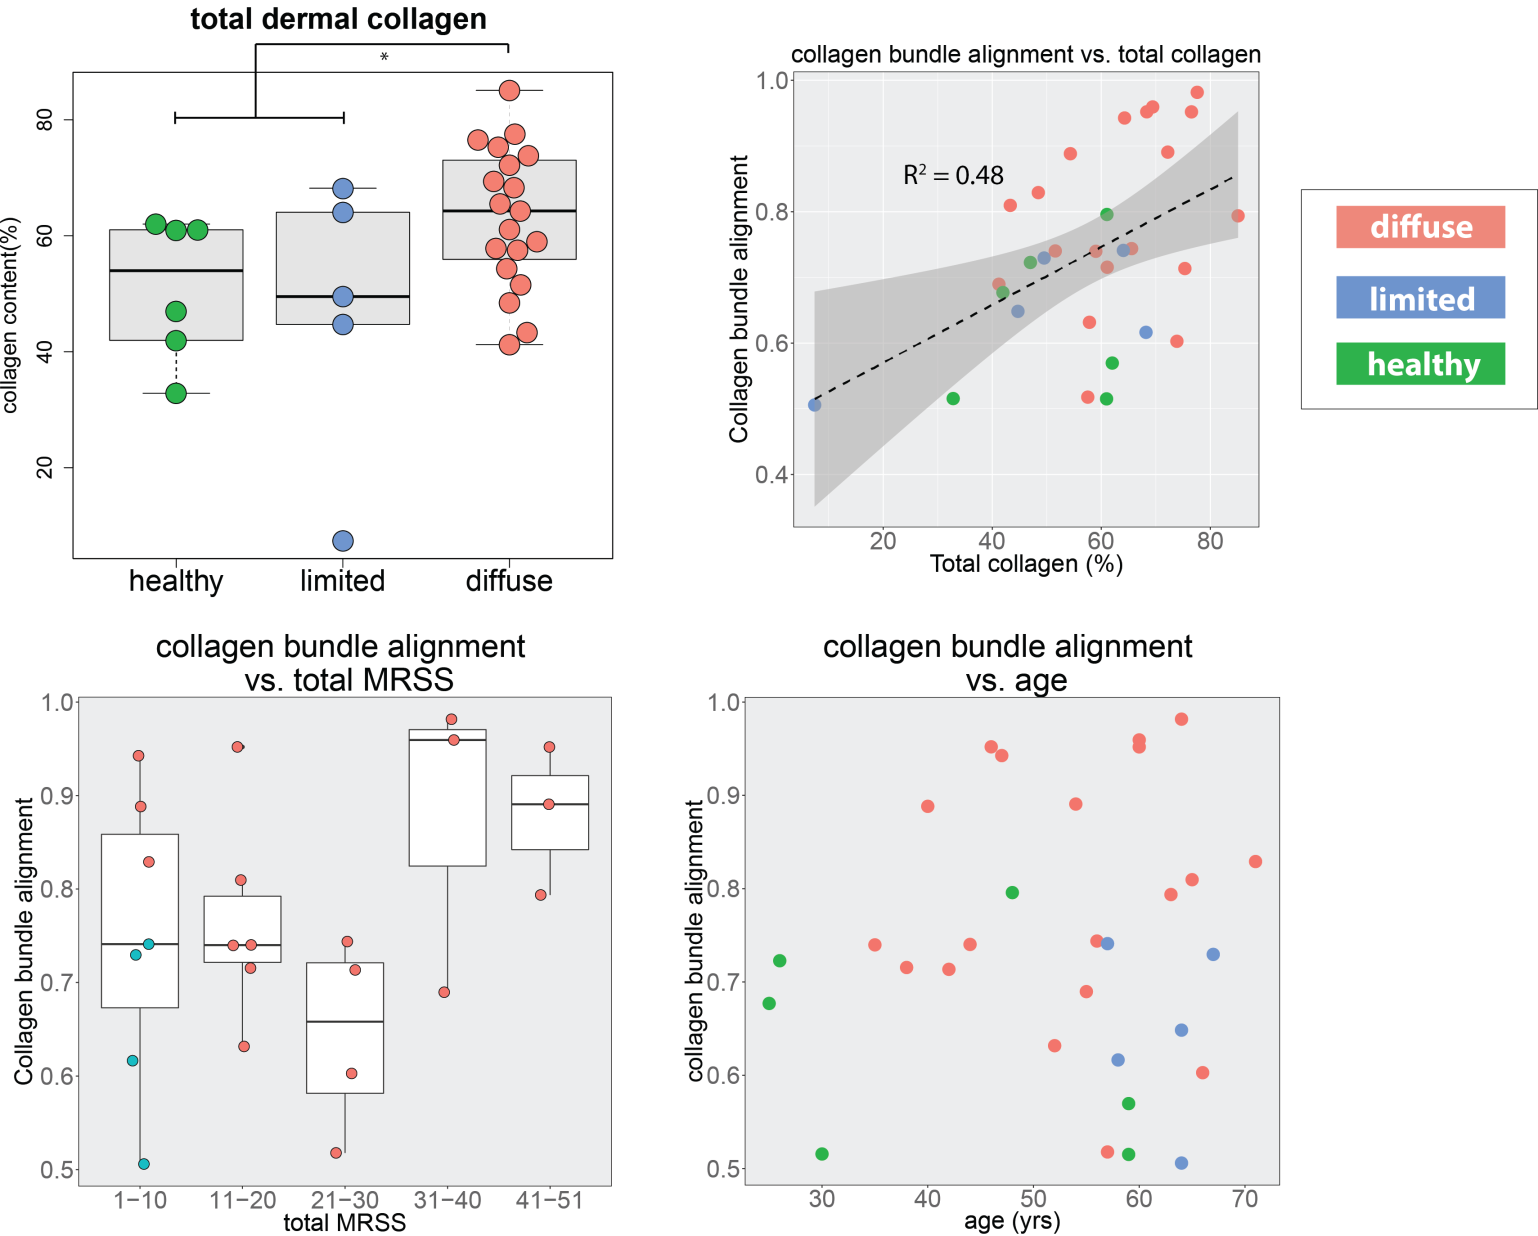

Total dermal collagen (upper left) in healthy (n-6), lcSSc (n=5) and dcSSc (n=19) samples. (Boxplot represent first quartile, median, and third quartile. Whiskers show min to max. *, p < 0.05, ANOVA, error bars are SEM). Correlation of dermal collagen bundle alignment to total dermal collagen (upper right) (R^2^ = 0.48, p = 0.006, pearson, shaded area represents 95% CI for regression), and no correlations were found to clinical parameters such as MRSS, and age (lower graphs).

**Figure C.** aSMA IHC staining of human dcSSc skin

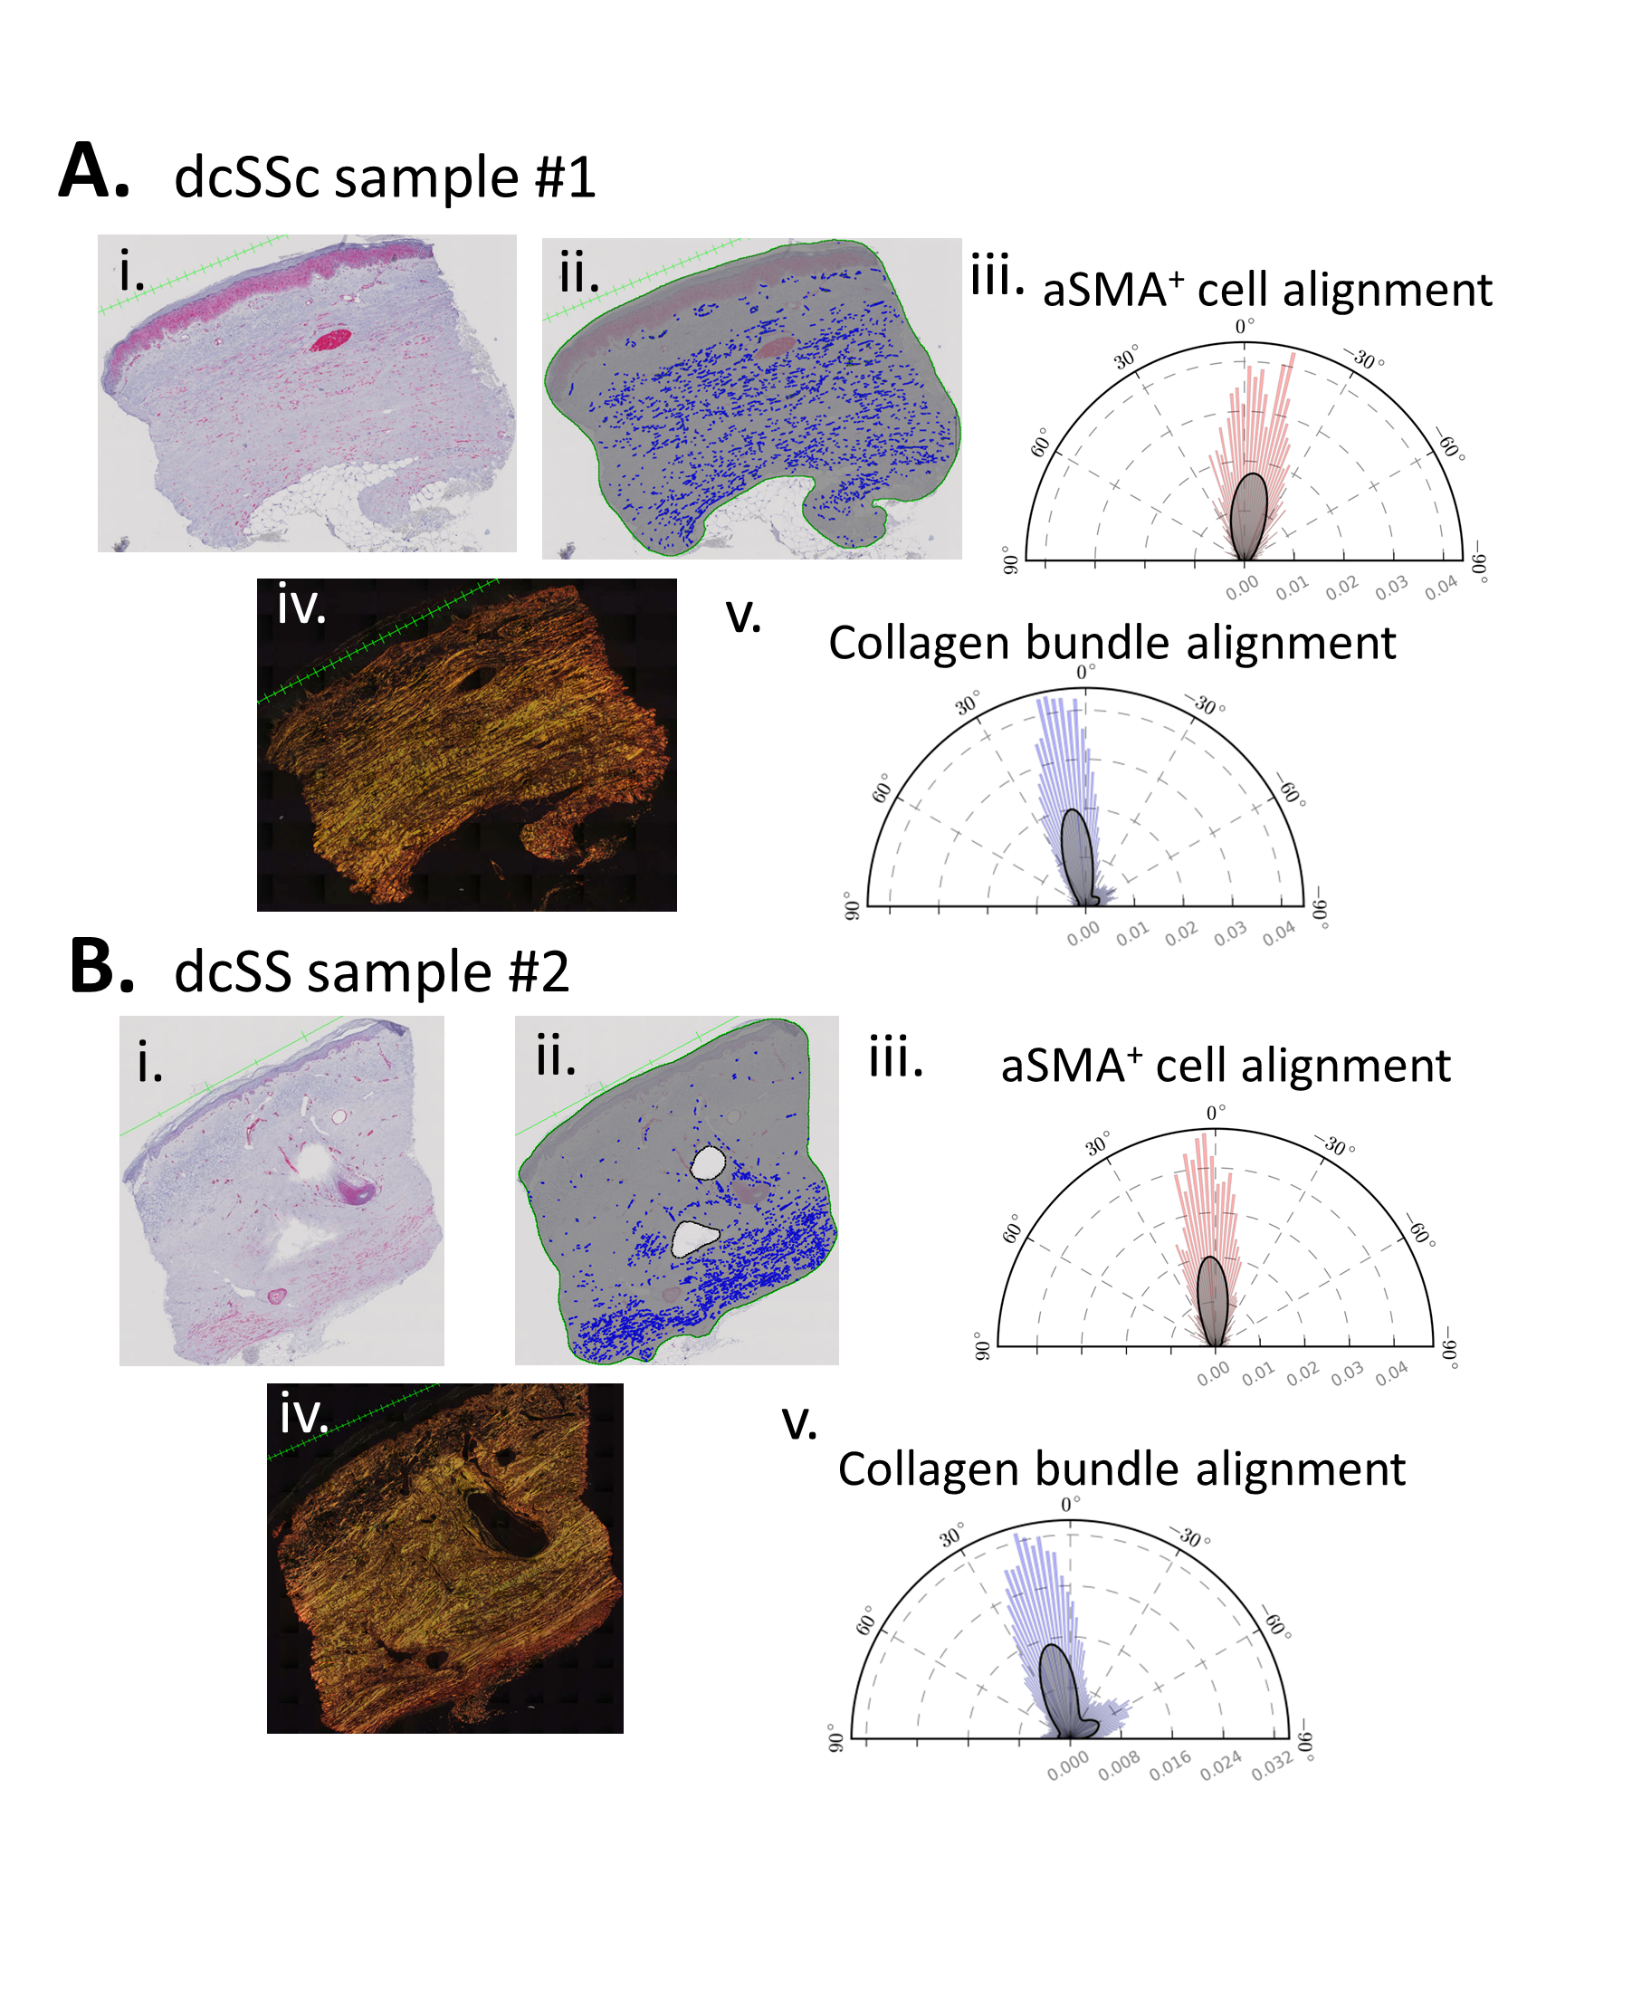

Alpha-smooth muscle actin(aSMA) IHC staining from 2 independent dcSSc skin samples (**A** and **B**). (i), whole-slide image of aSMA stained tissue section. (ii), Masking and detection of aSMA+ fibroblastic cells. (iii), Histogram visualization of the alignment of aSMA+ fibroblasts, distribution of alignment angles relative to epidermis. (iv), corresponding section, staining of collagen by picosirius red (PSR) and imaged under polarized light microscopy. (v), Histogram visualization of collagen bundle alignment, distribution of fiber bundle angles relative to the epidermis. Location of epidermis is indicated by dashed green line.

**Figure D.** Skin biopsy sections from subcutaneous bleomycin-induced mouse model of SSc during bleomycin treatment and recovery timepoints

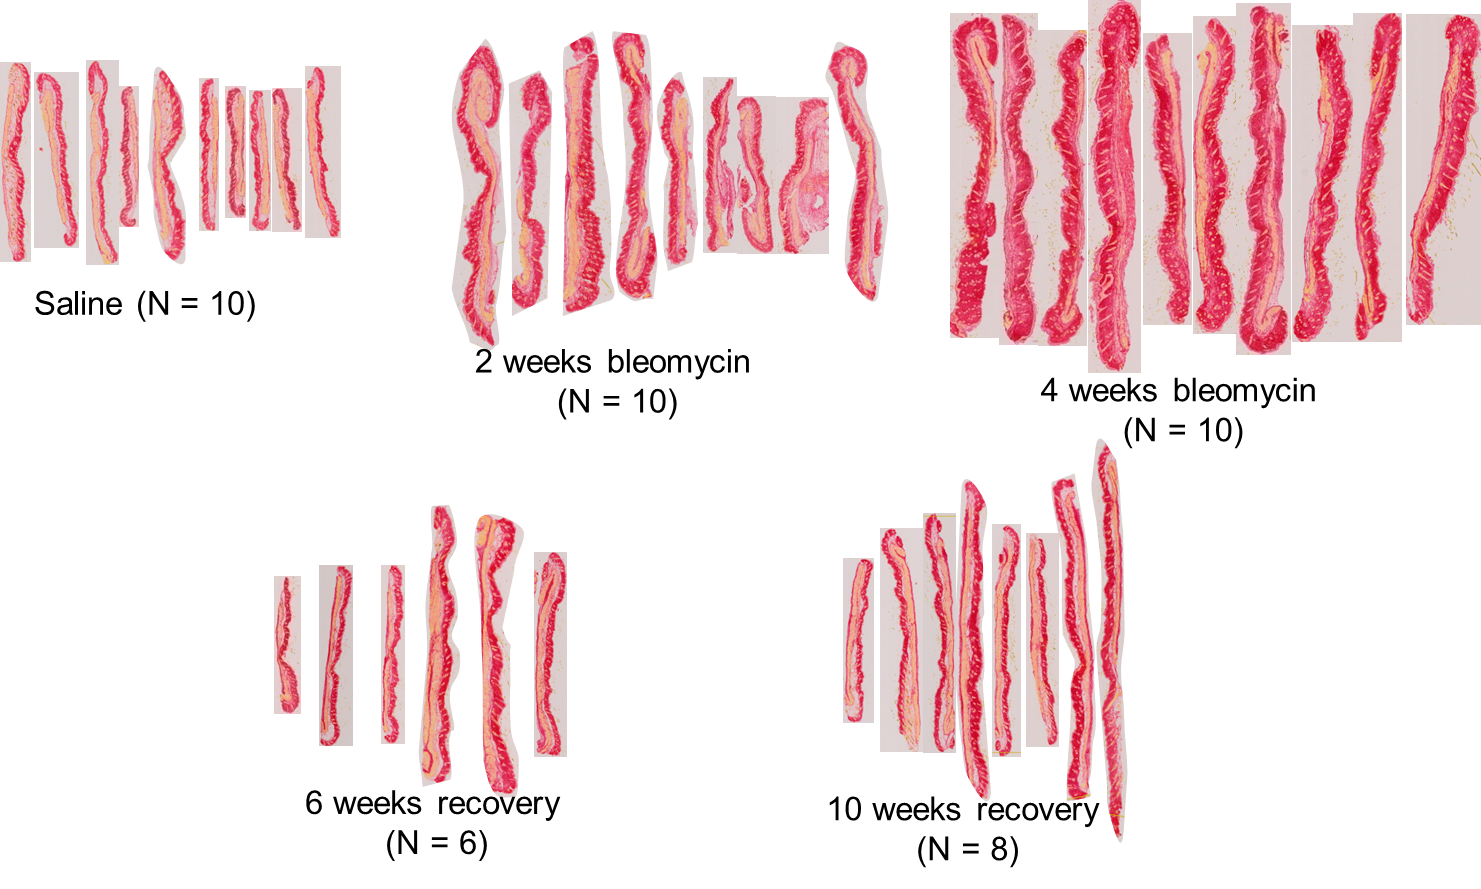
 Full thickness skin biopsy sections stained for collagen with PSR (imaged at 0.5X) from 8 week old female C57Bl/6 mice that received daily injections of bleomycin (0.1U/mL, 100uL) into the back skin. The study design included the following groups: saline, 2 weeks or 4 weeks bleomycin treatment, and 2 groups in which animals were dosed with bleomycin for 4 weeks and then allowed to recover for an additional 6 or 10 weeks to assess recovery. Peak fibrosis occurred by 4 weeks of bleomcyin treatment.

**Figure E.** Dermal collagen bundle alignment in bleomycin-induced fibrosis in mice reflects a distinct feature that is not correlated with dermis thickness or total dermal collagen

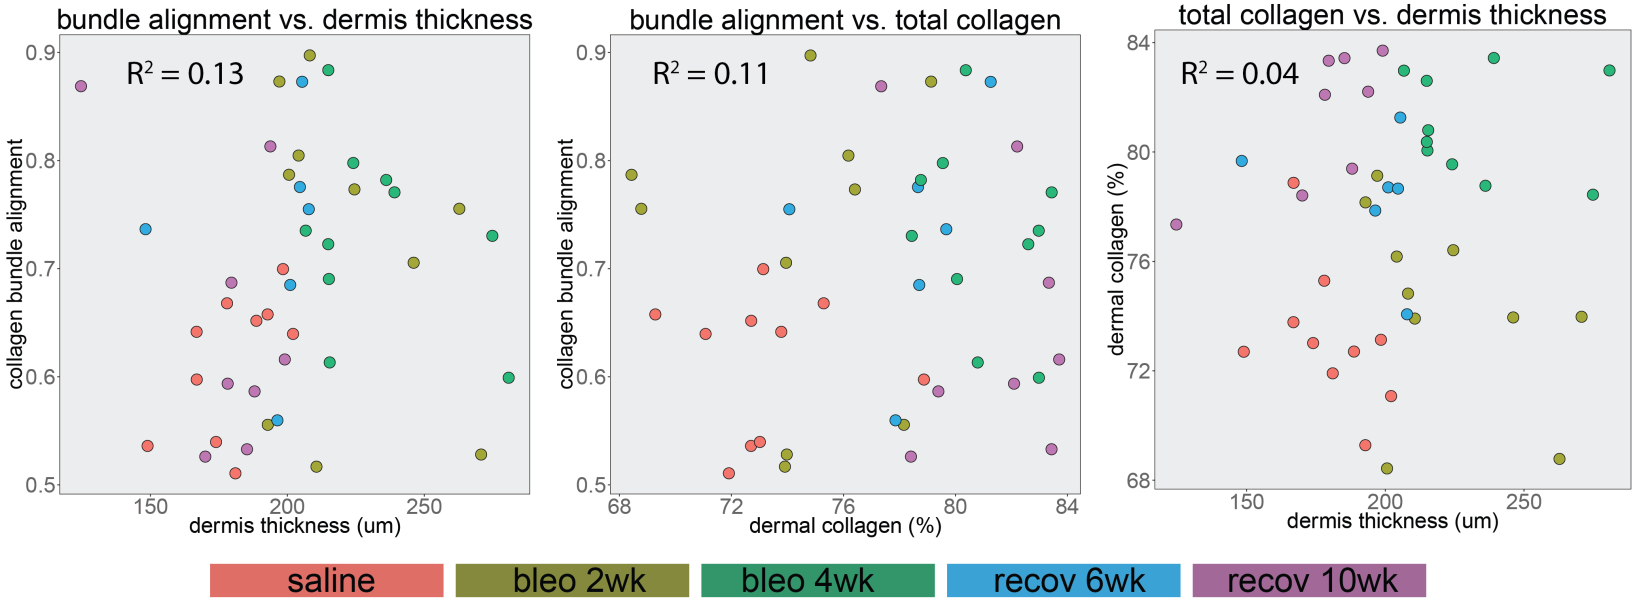

Fibrosis was induced by bleomycin treatment in the cohorts described in Figure 2. Correlations of all three parameters (dermis thickness, collagen bundle alignment, and total collagen) with one another. Bundle alignment vs. dermis thickness, R^2^ = 0.13, p = 0.39, pearson. Bundle alignment vs. total collagen, R^2^ = 0.11, p = 0.46, pearson. Total collagen vs. dermis thickness, R^2^ = 0.04, p = 0.80, pearson. No significant correlations were found between any of these parameters, suggesting that each informs a distinct feature of bleomycin induced fibrosis.

**Figure F.** Core set of concertedly upregulated genes associated with bleomycin-induced increased dermal collagen bundle alignment

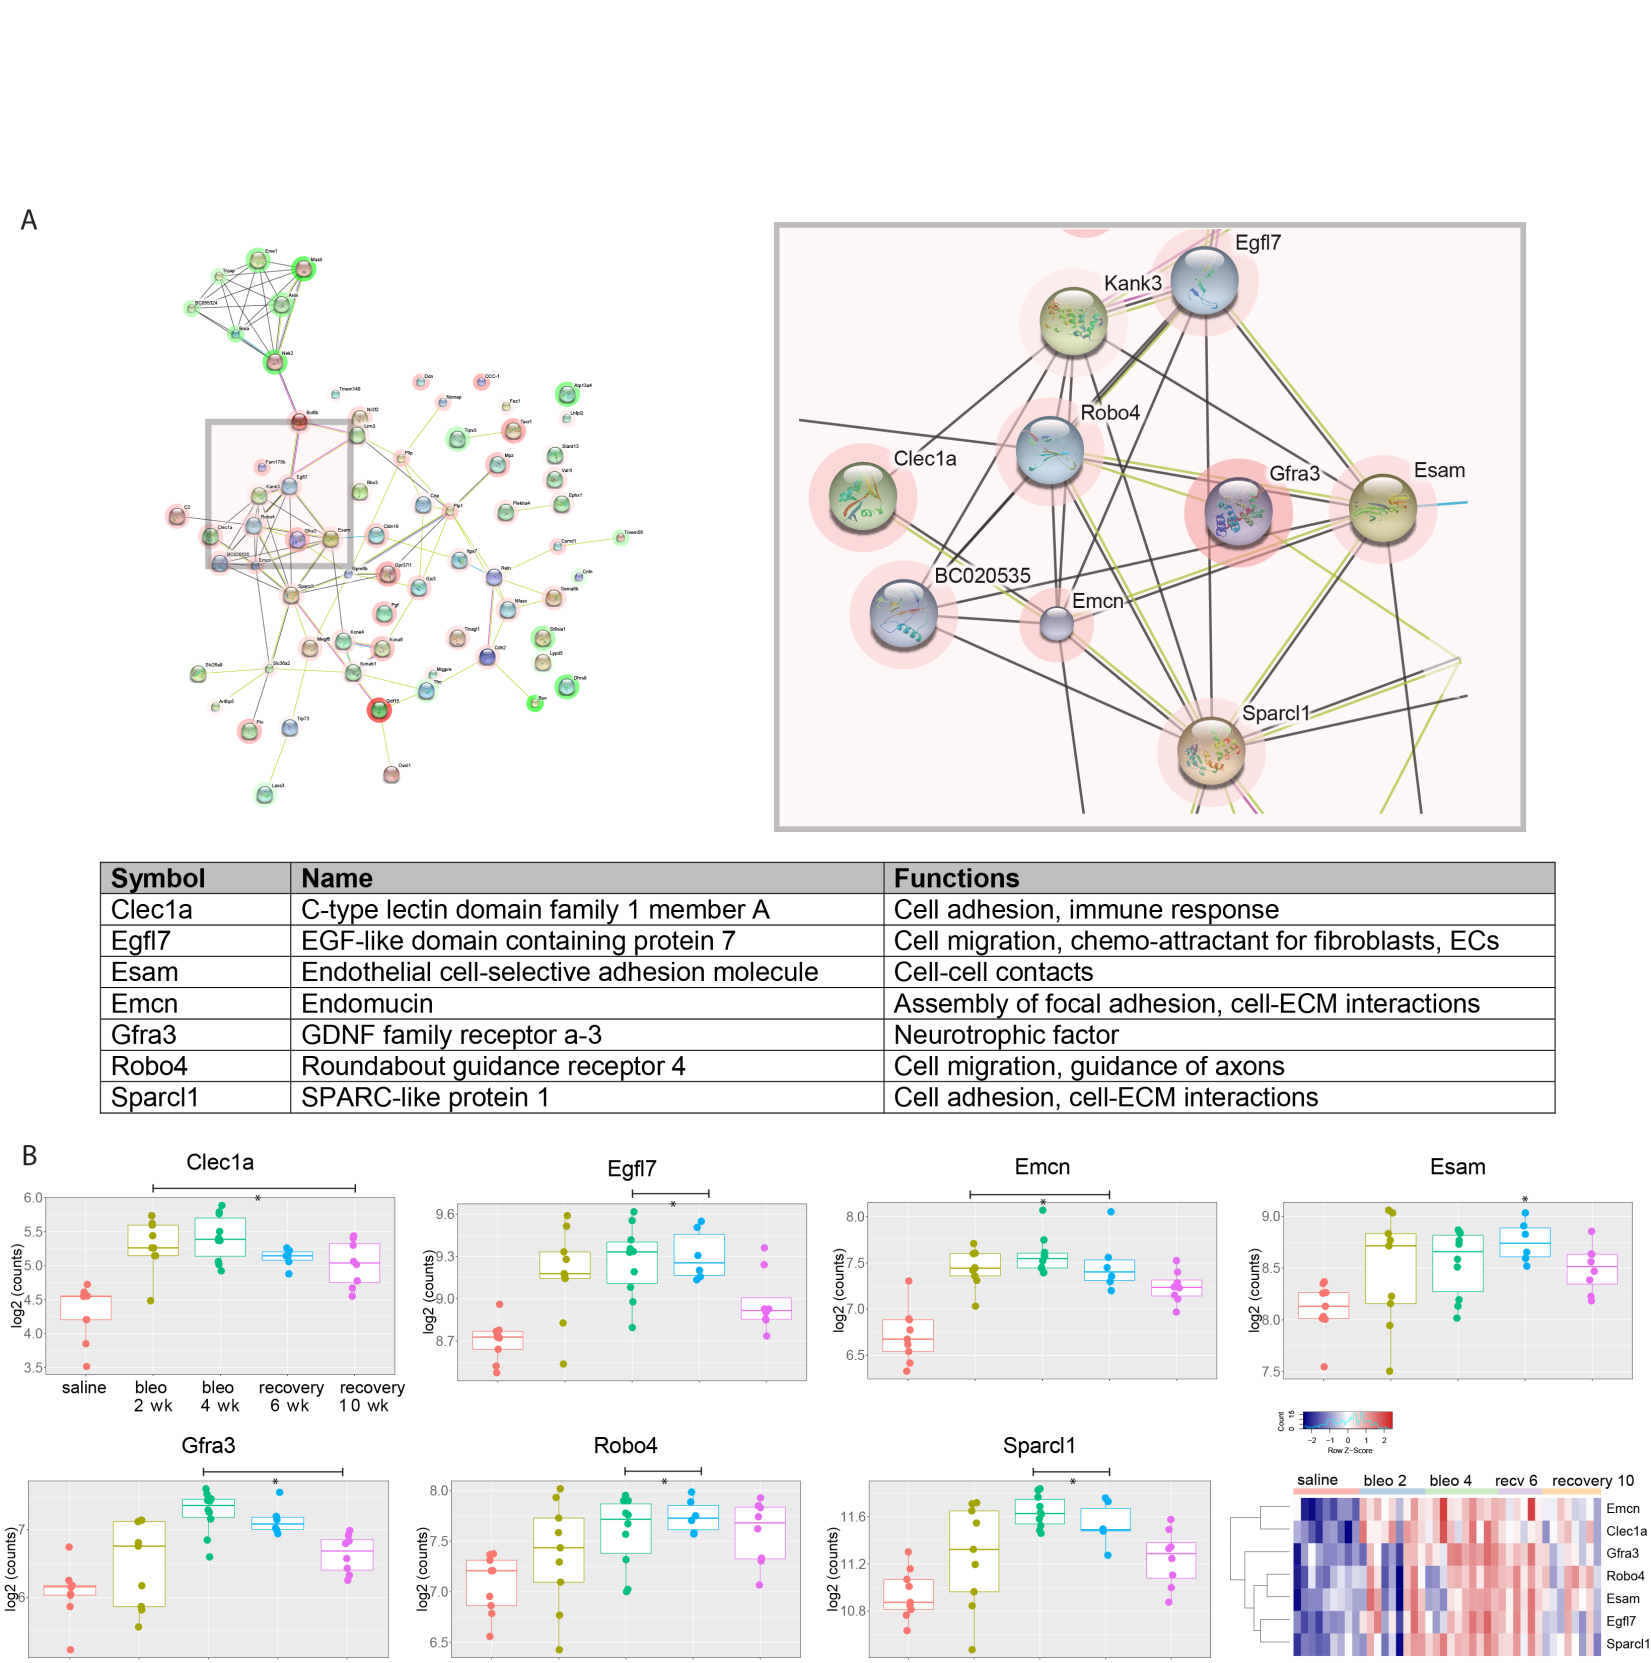

**(A)** Pathway analysis of the 81 unique collagen bundle alignment-associated genes using STRINGdb identified a core set of 7 genes that are concertedly upregulated (inset, shown on right). Common to these genes are their reported functions in cell adhesion and migration. **(B)** Expressed levels of each gene, across different sample groups analyzed, and heatmap representation of this set of genes, showing concerted upregulation in bleomycin and recovery groups compared to saline. (*, significance vs saline, using DESeq2. See methods for DEG criteria)

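Each of the 7 genes was tested against saline in 4 comparisons, and all 28 log2 fold changes were positive. Over the 42 mice of S1 Table, as over all 44, 14 of the 28 met the criteria for a DEG with limma. At 6 weeks of recovery all 7 genes did, with log2 fold changes over 42 mice from 0.6 (Egfl7 and Sparcl1) to 1.07 (Gfra3). At 10 weeks only Clec1a did, at 0.69 (standard error 0.16, adjusted p = 0.00564, limma). At 2 weeks of bleomycin Clec1a and Emcn did, at 0.96 and 0.72. In saline mouse 1 the normalized counts were 10.7 for Clec1a, 409 for Egfl7, 78.7 for Emcn, 141.9 for Esam, 96.6 for Gfra3, 100.2 for Robo4 and 697.5 for Sparcl1. In 2-week bleomycin mouse 2 they were 23.4, 815.4, 212, 339.4, 44.2, 137.9 and 1174 in the same order.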

**Figure G.** Set of concertedly upregulated genes are positively correlated with collagen bundle alignment

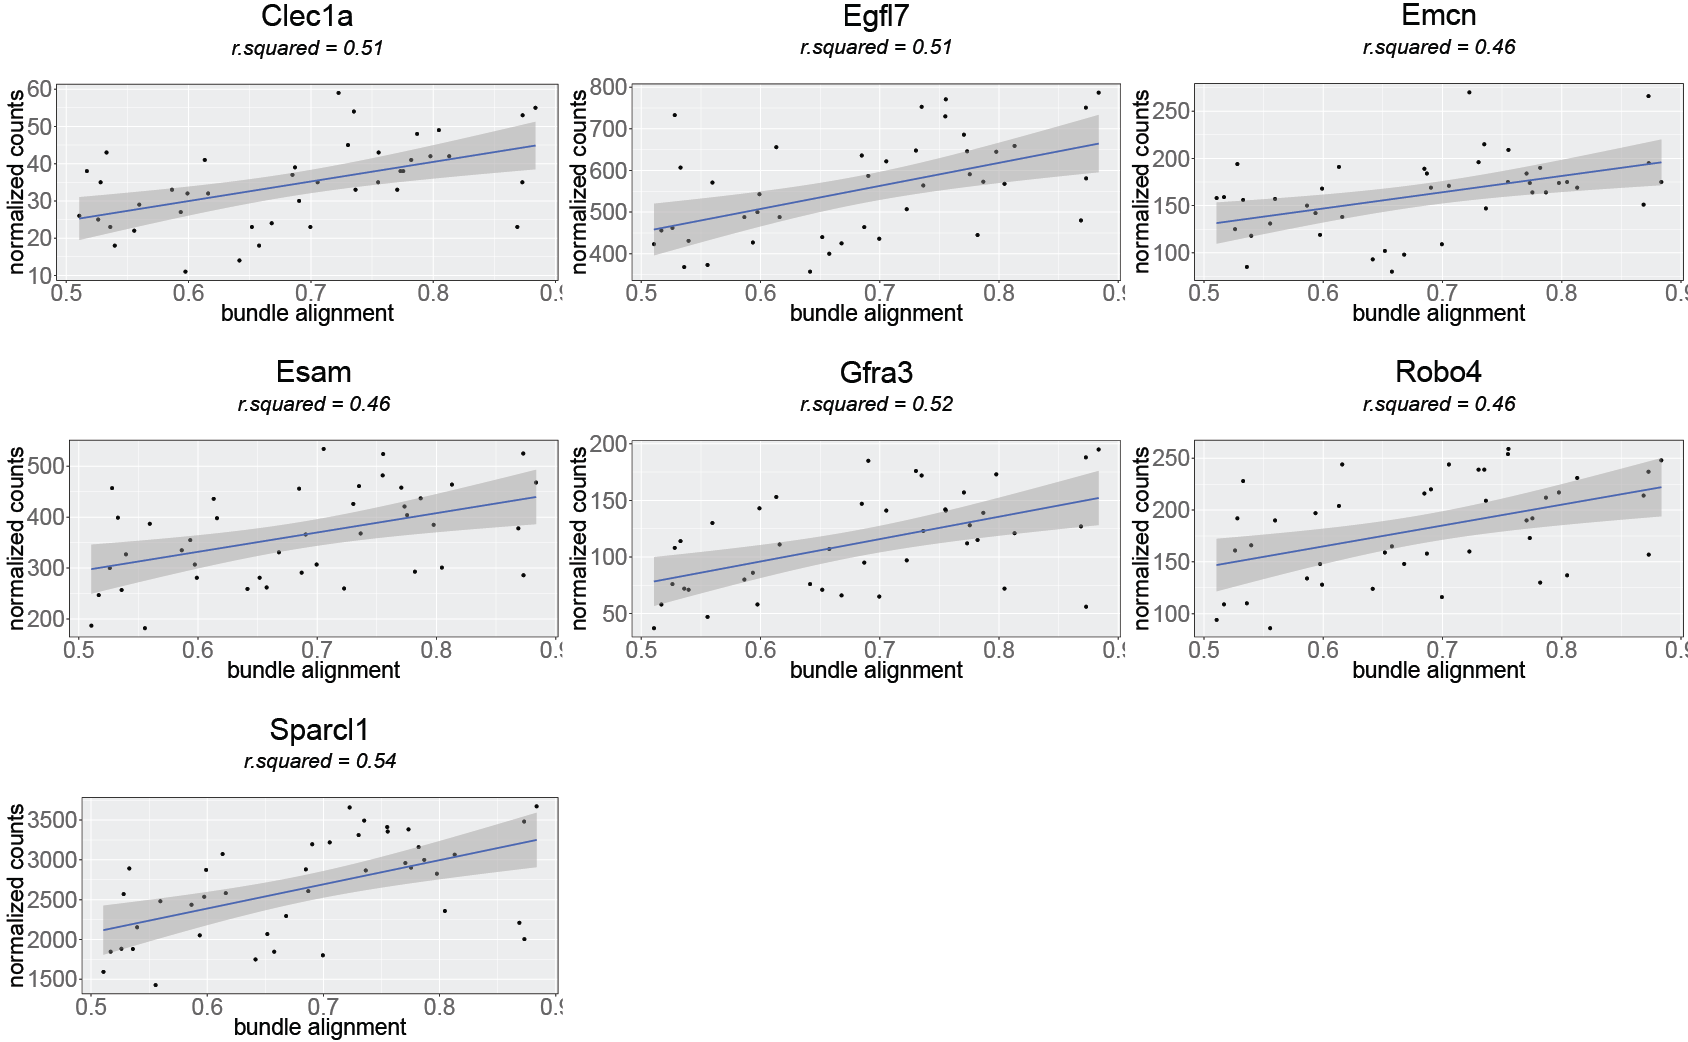

Correlation of expression level of each indicated gene with collagen bundle alignment, across all samples analyzed (N = 44). Pearson correlation coefficients are shown for each gene. **Figure H.** Human primary dermal fibroblasts show an enhanced migratory phenotype when cultured on substrates with collagen-adsorbed aligned ECM nanofibers

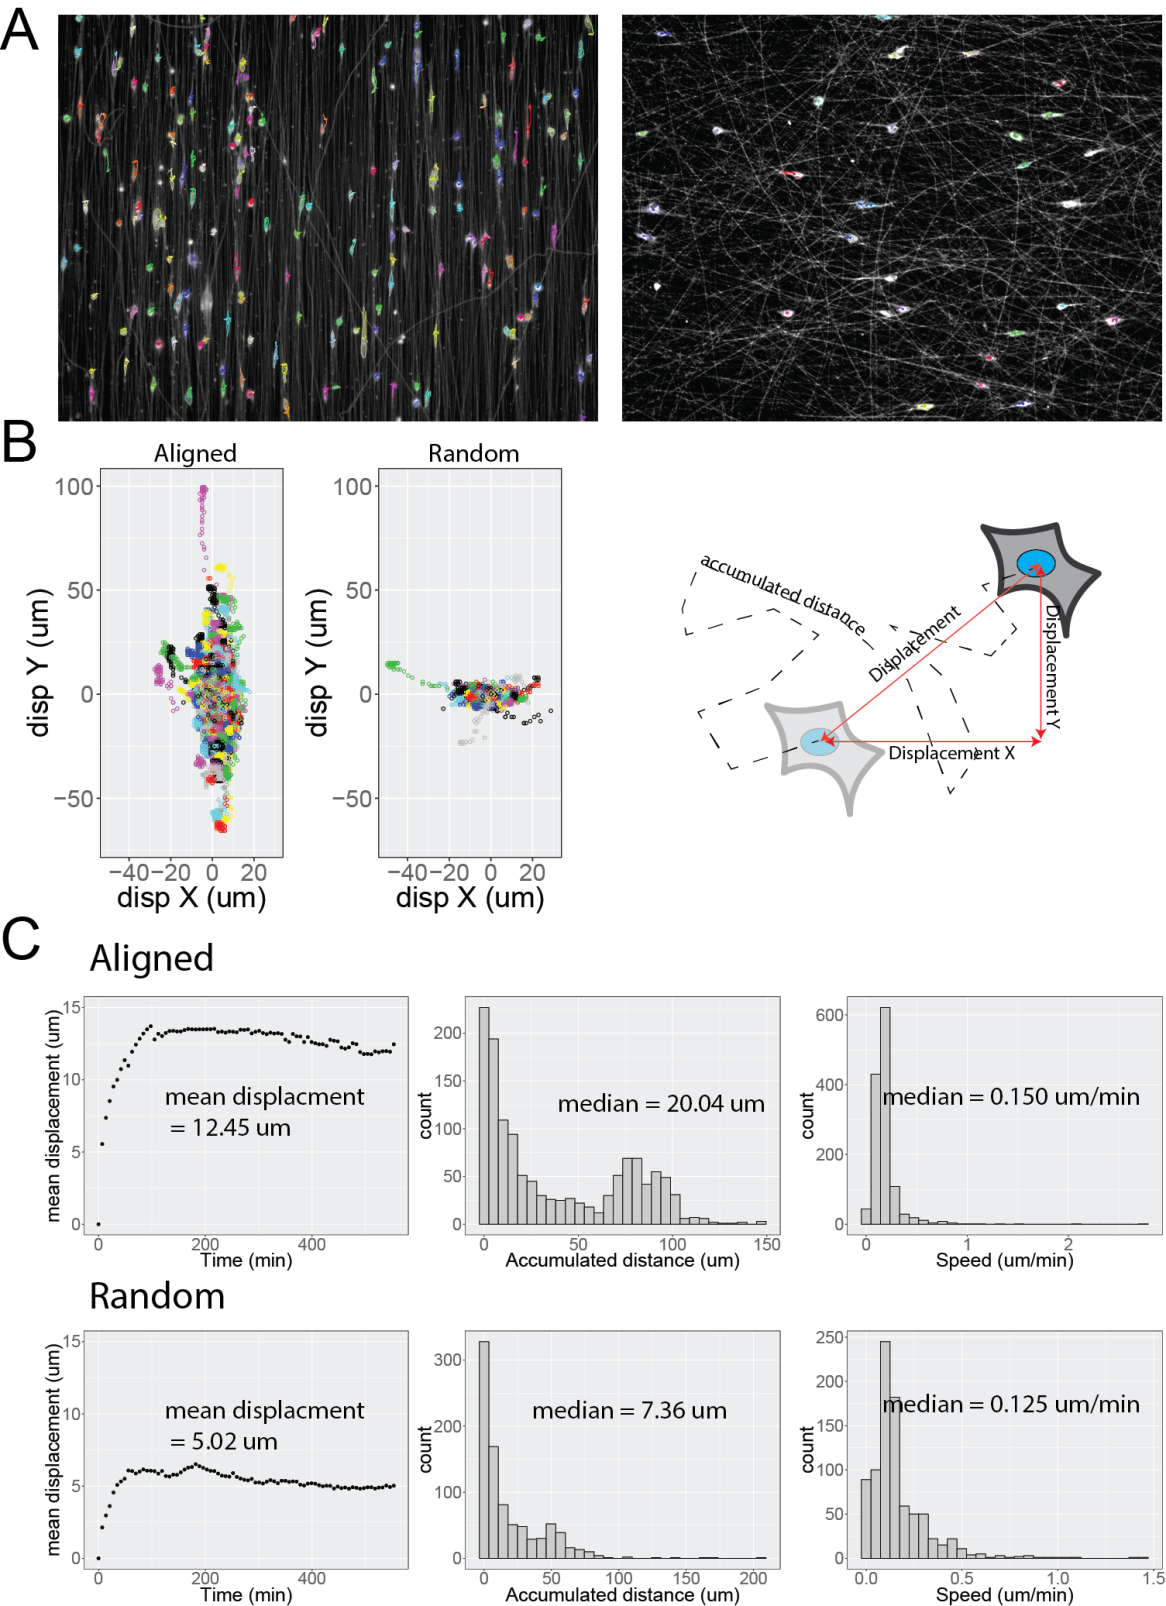

Assay of fibroblast migration by time lapse imaging. Cells were loaded with CellTracker Red CMTPX dye, and imaged overnight at 7 minute intervals on a PerkinElmer Operetta microplate imager overnight. Representative images showing tracked cells in psedocolor, at initial time point in aligned nanofiber culture conditions (left), and randomly-oriented nanofiber culture conditions (right) (**B)** Migration tracks shown as displacement in Y and X directions (disp Y and disp X) of dermal fibroblasts on aligned nanofibers (left), and randomly-oriented nanofibers (right) with adsorbed type I collagen, over the duration of the experiment. Individual cells are represented by a separate color track. Approximately 1300 cells were tracked per condition. **C)** Migration parameters (mean displacement, accumulated distance, and speed) quantified for cells cultured on aligned (top) vs. random (bottom) nanofibers. Mean displacement is approximately 2.4X farther on aligned group, and total distance migrated is 2.8X longer on aligned group. **Figure I.** Efficiency of siRNA inhibition of *Arhgdib*

qPCR of *Arhgdib* mRNA levels, and efficiency of siRNA knockdown. Cells were transfected with silencer select siRNA (ThermoFisher, Waltham, MA) against *Arhgdib* using 3 independent siRNAs, or a negative control siRNA.

**Figure J.** Collagen bundle alignment in scleromatous graft versus host disease (scl-GVHD) mouse model recapitulates collagen bundle alignment features of human dcSSc

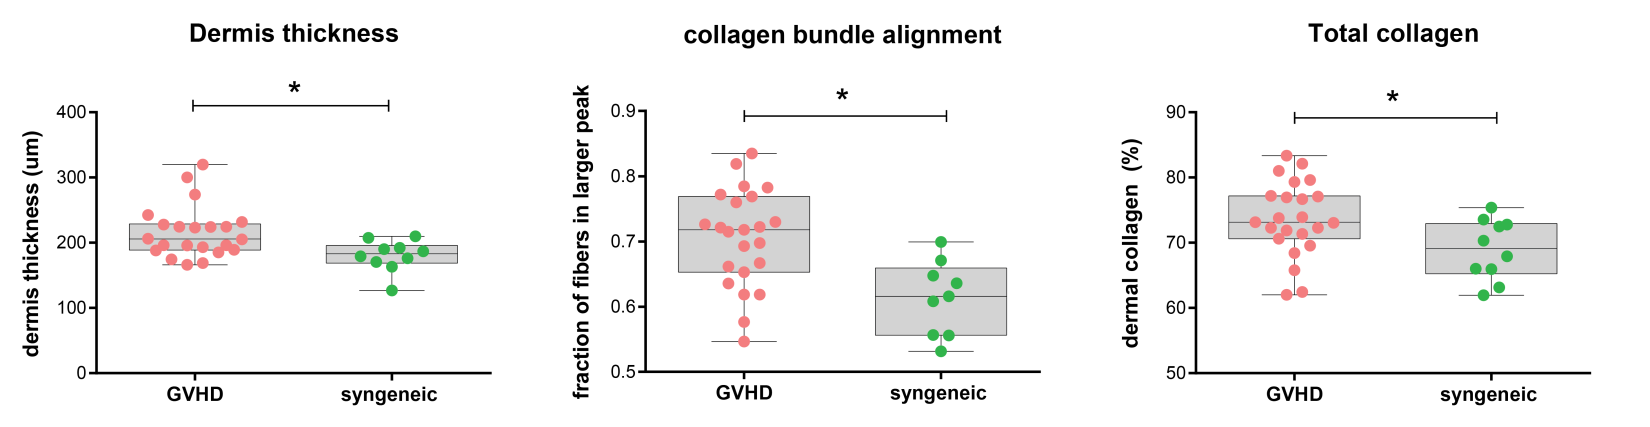
Changes to dermal architecture in the scl-GVHD mouse model of SSc, wherein 2x10^6^ splenocytes were transferred from donor B10.D2 strain (Jackson Laboratory) to a recipient C.129S6(B6)-Rag2^tm1Fwa^N12 strain (Taconic) to induce disease. Splenocytes were transferred from a wildtype BALB/c donor strain for syngeneic controls. Back skin was taken by biopsy, at the same location for each animal, and collagen was analyzed. Collagen bundle alignment, dermis thickness, and total collagen were all increased in scl-GVHD skin as compared to syngeneic control skin. (Boxplot represent first quartile, median, and third quartile. Whiskers show min to max. *, p < 0.05, t-test)

How the deposited data were processed for this re-analysis (not part of the article)

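Skin biopsies of 44 mice were sequenced: 10 given saline, 10 given bleomycin for 2 weeks, 10 for 4 weeks, and 6 and 8 after 6 and 10 weeks of recovery. The authors aligned the reads with STAR, counted them per gene, divided each count by one size factor per mouse with DESeq2 and deposited the resulting signal as a table of normalized counts. The counting tool, its strand setting and the annotation are not named in the paper's text, so genes that overlap others, close paralogs and antisense genes are uncertain. The whole reads were recovered by dividing by the value of 1 read in each mouse, and 100.0% of the values above 0 were whole in the mouse with the lowest share. In 43 mice the step between values named the unit by itself; in the remaining mouse it lay too near 1 to do so. Of the genes, 14600 had no read in any mouse.

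The recovered reads ranged from 8509094 to 15285577 per mouse, and 3 reads were taken as the floor of detection. The groups follow the labels of the deposited samples, and 0 columns were left unassigned. The mice behind S1 Table were found by comparing its listed mean counts with those of the deposited values after leaving out every set of up to 3 mice, and 42 mice were retained; tables with all 44 mice are the ones that the closing section varies. The replicate numbers in the labels are shared between groups, although the mice are different animals.

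Differential expression was tested with limma 3.58.1 (with a mean-variance trend) in R 4.3.3 on log2(normalized count + 1), for genes with a mean above 3, with all 5 groups in one fit. A DEG had an absolute fold change above 1.5 (log2 0.585) and an adjusted p-value (Benjamini-Hochberg) below 0.05. Recovered reads were tested with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0. The tests were tried on simulated data with 200 changed genes: limma, edgeR and DESeq2 called 100% of them, and called 9, 7 and 4 unchanged genes. All planted changes were well above the fold change threshold, in genes well above the count filter. Every gene was given the same dispersion, and no mouse was made to differ from its group. The simulation therefore does not give the sensitivity for changes near the threshold or for genes that vary more between mice.

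Signature lists were the genes of S1 Table whose listed correlation passed 0.7 for thickness and 0.4 for alignment and collagen, in absolute value. The methods give these cutoffs for r squared, which left 0, 1 and 3 genes in the rows used here, so they were applied to r. Only the 1997 rows of S1 Table at hand were used, 1321 others were not used here, and list sizes are therefore lower bounds. Scores were mean z-scores for signatures, and mean log2(normalized count + 1) for lists of marker genes written down before the values were seen. Scores were compared by two-sided permutation tests of the difference in means, exact where a group held fewer than 10 mice and with 100000 resamples otherwise, adjusted over the 4 comparisons with saline or the 3 direct ones. Correlations between scores were computed after group means were taken off, with permutations within groups, and adjusted over 7 relations. Lists were set against signatures by Fisher's exact test over the rows of S1 Table used. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and gene positions are of GRCm38.

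The genes named are the core genes and the division genes of Figure F, the mouse counterparts of the genes of Table 1, the first 5 rows of S1 Table, and for each comparison with saline the 2 genes with the largest rise and the 2 with the largest fall among DEGs whose groups do not overlap. The alternatives were a pseudocount of 0.1, no filter on low values, a filter of at least 10 normalized counts in at least 6 mice, a log2 threshold of 0.5, no fold change threshold, quantile normalization, a rescaling by trimmed means, fits with only the groups compared, the replicate number as a block, edgeR, DESeq2, median scores, other correlation cutoffs and, for list tests, one sign of the correlation. The 42 mice, a DESeq2 fit with a prior on the fold changes, reads thinned to the smallest total, direct comparisons of scores and scores without shared genes were added after the data were seen. The histology measurements, the gene ontology terms and the fibroblast data set were not analysed here, so the correlation of gene expression with bundle alignment was not recomputed.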

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

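The tests with library depth, scaling, GC content and gene length, those with the hair genes as a covariate for the core genes, Cdkn2a and DEGs, those with skeletal muscle genes as a covariate, and those on saline mouse 1 and 2-week bleomycin mouse 2 were chosen only after the results were seen. The values are over all 44 mice unless 42 are named.

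Saline mouse 1 lay far from the other saline mice in 3 scores. Its thickness score was -1.74 (others -1.1 to -0.77), its alignment score -2.3 (others -1.06 to -0.52) and its core gene score 6.92 (others 7.26 to 7.56). Its reads (9491596) were within the range of its group (8641894 to 12016214). Its skeletal muscle score of 11.37 was below those of the other saline mice (11.94 to 12.86), and its hair shaft score of 12.97 was above theirs (5.82 to 11.75). Its leukocyte score of 7.81 was below theirs (8.4 to 8.89). Below theirs as well were its endothelial (7.04), Schwann cell (6.6) and adipocyte (10.05) scores (others 7.48 to 7.98, 7.23 to 7.77 and 10.65 to 11.09). The fibrillar matrix score, 10.57, was within their range (10.44 to 11.44). A different share of muscle in the biopsy and a different phase of hair growth therefore remain as candidate explanations. So do lower shares of leukocytes, endothelial cells, Schwann cells or adipocytes, and 1 mouse cannot part them. No biological explanation was tested, since the labels give this mouse no other condition.

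Mouse 2 of the 2-week bleomycin group lay far from its group in the normalized count of Arhgdib, at 4644.3 (others 1308 to 2856), and in its median correlation with its group, at 0.9378 (others 0.9705 to 0.9785). Its reads (9857549) and its hair shaft score (2.45) were within the range of its group. Its skeletal muscle score, 11.74, was just below those of the others (11.85 to 13.1), and mouse 4, at 11.85, had a median correlation of 0.9716. Its leukocyte score, 10.83, was above those of the others (9.15 to 10.46). A larger share of leukocytes therefore remains as a candidate explanation, while the muscle score hardly sets this mouse apart from mouse 4. Whether a response of the mouse or the piece of skin taken lies behind the leukocyte score was not tested. The 2 mice are those whose omission gives the mean counts of S1 Table.

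The other single mice far from their groups were 2-week bleomycin mouse 8 in the hair shaft score (5.81, others 2.24 to 3.14), saline mouse 10 in reads (12016214, others 8641894 to 9956379) and 4-week bleomycin mouse 3 in its median correlation with its group (0.9649, others 0.9781 to 0.9841). No cause was tested for these. Of 50 groups tested over 10 measures, 8 held such a mouse, where chance gives about 1 in 20 groups, or 2.5.

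Between 4 and 2 weeks of bleomycin, 400 genes were DEGs, and the alignment score differed by 0.66, the collagen score by 0.75 and the mitotic score by -0.44 (adjusted p = 0.00429, 0.00033 and 0.0377, permutation tests). These 4 results mark a difference between time points under the same treatment. Over 42 mice the mitotic difference was -0.39 (adjusted p = 0.0779, exact permutation test). Of 100 splits of the mice that part as many same-numbered pairs, 1 (the real one) gave as many DEGs, and the highest of the others gave 73. Within groups, the mitotic score correlated with the hair shaft score with an r of 0.27 (adjusted p = 0.0848, permutation test) and with the skeletal muscle score with an r of -0.63 (adjusted p = 4.67e-05). The skeletal muscle score itself did not differ between 4 and 2 weeks (-0.1 over 42 mice, adjusted p = 0.5, exact permutation test), and with it as a covariate the mitotic difference between them was -0.44, and that between 4 weeks and saline -0.79 in place of -0.88. The muscle score thus does not account for these 2 differences. In recovery, where the muscle score was higher than with saline by 0.37 at 6 weeks and 0.52 at 10 weeks, the mitotic difference from saline was -0.53 in place of -0.74 and -0.22 in place of -0.52, so the share of muscle remains as a candidate explanation at 10 weeks. Fewer dividing cells with longer treatment is an untested explanation. Technical explanations of the alignment and collagen differences were not tested on those scores.

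Between 10 and 6 weeks of recovery, 15 genes were DEGs, and the thickness score differed by -0.36 and the interferon score by -0.29 (adjusted p = 0.0005 and 0.011, exact permutation tests, lower in 8 of 8 mice than the 6-week mean for each). The number of DEGs was reached by 4 of 64 splits of the mice, and 1 of those gave 437, so the number cannot be told from chance. For the scores no technical explanation was tested beyond the alternatives, of which the median over genes gave -0.27 for the interferon score.

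Hair shaft and inner root sheath genes, which the paper does not discuss as a group, differed from saline by -6.94 at 2 weeks of bleomycin and -6.1 at 4 weeks (-6.55 and -5.74 over 42 mice), and every one of the 10 mice in each group lay below the saline mean. At 4 weeks the difference was -6.04 with the reads thinned to the smallest total, -6.14 with another scaling, -6.07 after correction for GC content and -6.1 after correction for gene length. These corrections changed the 4-week difference of any gene by at most 0.58, 0.26, 0.08 and 0.05, far less than 6.1. None of them could have removed the difference, so their outcome does not decide whether depth, scaling, GC content or gene length lies behind it. A bias that these corrections miss was not tested. An effect of bleomycin on hair growth may be behind the lower hair genes. So may a phase of the hair cycle that differs between mice of different age at biopsy. These data cannot separate the explanations, because the harvest time of the saline mice is not stated. The first principal component (44.2% of the variance) followed the hair score within groups (r 0.96, given as a description). With the hair score as a covariate, 1861 genes were DEGs at 2 weeks and 2164 at 4 weeks, in place of 2851 and 3053, and 1354 and 1622 of them were shared, so the hair genes do not account for all DEGs. The covariate itself differs between the groups, so the lower numbers may also come from their overlap with treatment.

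Cdkn2a was higher at 6 and 10 weeks of recovery by 5.78 and 5.28 on the log2 scale, and the paper's text does not discuss it. It was already higher at 2 and 4 weeks of bleomycin, by 1.38 and 3.21 (adjusted p = 0.000373 and 1.57e-11, limma). At 6 weeks the difference was 5.6 with the reads thinned to the smallest total, 5.71 with another scaling, 5.68 after correction for GC content, 5.69 after correction for gene length and 5.6 with the hair score as a covariate. The first 4 corrections changed the 6-week difference of any gene by at most 0.88, 0.37, 0.11 and 0.11, far less than 5.78. None of these 4 could have removed the difference, so their outcome does not decide whether depth, scaling, GC content or gene length lies behind it. A bias that these corrections miss was not tested. The hair score as a covariate left the difference of Cdkn2a in place. A lasting change in the skin after bleomycin was not told apart from the explanations left open. Cdkn2a overlaps 0 other annotated genes, and the age of the mice was not tested.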

How the results depend on the processing

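The direct comparisons of scores (4 with 2 weeks of bleomycin, 10 with 6 weeks of recovery, and 6 weeks of recovery with 4 weeks of bleomycin) were chosen after the data were seen. The alternatives other than the 42 mice, the DESeq2 fit with a prior and the thinned reads, which were chosen after seeing the data, were set before the data were examined. Of 58 results, 39 kept their direction and their side of the threshold under every alternative run; 371 values were computed under alternatives, and 342 of them kept both. For the genes named singly, 692 did so, 10 were weaker, 6 stronger and 0 reversed.

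Apart from the settings below, the number of DEGs stayed between 2658 and 3293 at 2 weeks of bleomycin, 2829 and 3485 at 4 weeks, 680 and 1129 at 6 weeks of recovery, 453 and 646 at 10 weeks and 3819 and 4710 for any comparison with saline. Without a fold change threshold they were 6063, 6242, 1547, 994 and 8559, with 956 between 4 and 2 weeks of bleomycin and 4260 between 6 weeks of recovery and 4 weeks of bleomycin. With only the groups compared in the fit, 326 genes were DEGs at 10 weeks of recovery and 56 between 10 and 6 weeks of recovery. The latter number was 57 with DESeq2, 58 over 42 mice and 256 in the DESeq2 fit with a prior over 42 mice, which gave 789 DEGs at 10 weeks. The cause was not tested.

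With the correlation cutoffs raised, the thickness difference at 10 weeks of recovery was 0.18 (adjusted p = 0.178, range 0.0194 to 0.178) and the overlap of the alignment and collagen lists was 17 genes, against 4 with a cutoff of 0.5 for all features. A cutoff on r squared left no thickness gene, so no thickness score could be computed, and the collagen difference between 10 and 6 weeks of recovery changed sign to 0.2 (adjusted p = 0.385). Over 42 mice the thickness difference between 4 and 2 weeks changed sign to 0.03 (adjusted p = 0.798), the mitotic one was -0.39 (0.0779, range 0.0293 to 0.0779), and Arhgdib at 2 weeks had a log2 fold change of 0.54 (7.75e-05, limma), under the fold threshold. The median over genes gave -0.27 (0.0709, range 0.00849 to 0.0938) for the interferon score between 10 and 6 weeks of recovery, and a change of sign to 0.02 (0.819) for the core genes between 6 weeks of recovery and 4 weeks of bleomycin. Quantile normalization gave 0.29 and -0.29 (0.0475 each, range 0.0469 to 0.407) for the core genes between 4 and 2 weeks of bleomycin and between 10 and 6 weeks of recovery. The tests of scores are permutation tests, and the cause of these changes was not tested.

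The deviations of same-numbered mice from their group means correlated with a mean r of -0.002 (78 pairs), and those of other mice with 0.001 (690 pairs), and they are different animals. With the replicate number as a replicate block, DEGs numbered 2847, 3035, 1129 and 643 in the 4 comparisons with saline, and 4236 in any. For scores under the replicate block, adjusted p-values of permutation tests were 0.0938 for the interferon difference of -0.29 between 10 and 6 weeks of recovery, 0.0508 and 0.0527 for the mitotic differences of -0.44 at 2 weeks and between 4 and 2 weeks, and 0.0469 for the core gene differences of 0.29 between 4 and 2 weeks and -0.27 between 10 and 6 weeks of recovery. The cause was not tested.

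For DEGs, 1 of 100 splits (the real one) gave as many at 2 weeks, at 4 weeks and at 10 weeks of recovery, and 1 of 64 at 6 weeks of recovery and between 6 weeks of recovery and 4 weeks of bleomycin. The highest numbers in other splits were 1540, 1496, 385, 697 and 1101.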

Differences from the paper's values

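The 42 mice and the DESeq2 fit with a prior were chosen after the values were seen, and the other settings were not. In the 1997 of 3318 rows of S1 Table used, 151 genes were only in the alignment list, against the paper's 81. The alignment list held 215 genes, against the paper's about 98 in Fig. 3B, read by eye, the collagen list 334, against about 200 in Fig. 3B, read by eye, and the lists shared 59, against about 17 in Fig. 3B, read by eye. With the cutoffs raised by 0.05, set before the data were examined, the numbers were 80, 97, 192 and 17, near the paper's. The thickness list held 87 genes, against about 130 in Fig. 3B, read by eye, and with the raised cutoff 13, which is farther from it. All sizes are lower bounds, since the other rows were not used here, and the share that is missing may differ between the lists.

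The reads counted on genes averaged 11.3M per mouse, against the paper's 25M reads per sample, and no alternative bears on that value. The paper's number describes sequencing with paired-end reads, and its text does not state whether single reads or pairs were counted. The values are therefore not known to share a unit, and no conclusion is drawn from their difference.

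For recovery at 6 weeks over saline, the log2 fold changes listed in S1 Table were compared for the core genes, the division genes of Figure F and the first 5 genes of the table, 19 in all, and 6 of them differed from those over all 44 mice by more than the larger standard error. Nov had 3.14 against the paper's 2.79 (standard error 0.17), Cdkn2a 5.78 against 4.52 (0.27) and Islr2 3.4 against 2.82 (0.23), and none of the alternatives set before the data were examined closed these gaps. Eme1 had -0.89 against the paper's -0.62 (0.22), which quantile normalization (-0.86) and a fit of only the groups compared (-0.89, with a larger standard error) closed, while the pseudocount of 0.1, the replicate block and edgeR did not. Col8a1 had 2.68 against the paper's 2.47 (0.19), which the replicate block (2.67) closed, while the pseudocount of 0.1, quantile normalization, the fit of only the groups compared and edgeR did not. Cd209f had -2.67 against the paper's -2.39 (0.2), which the replicate block (-2.53) and edgeR (-2.59) closed, while the pseudocount of 0.1, quantile normalization and the fit of only the groups compared did not. The replicate block opened gaps for 7 other genes, Esam (0.85 against the paper's 0.6), Robo4 (0.83 against 0.62), Sparcl1 (0.86 against 0.57), Bora (-0.79 against -0.6), BC055324 (-0.78 against -0.56), Mastl (-0.93 against -0.72) and Nek2 (-1.0 against -0.68). For edgeR this held for Bora (-0.77), BC055324 (-0.76) and Nek2 (-0.97). The 42 mice, chosen after seeing the values, closed the gaps of Eme1 (-0.74) and Col8a1 (2.67) and not the others. DESeq2 with a prior over the 42 mice, also chosen after seeing the values, closed all 6, at 2.79, 4.41, 2.82, -0.61, 2.47 and -2.39.

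The paper marks Egfl7 and Robo4 at 4 weeks of bleomycin and Gfra3 at 10 weeks of recovery as changed in Figure F, where limma over 44 mice gave log2 fold changes of 0.56, 0.56 and 0.51 (adjusted p = 3.47e-05, 0.004 and 0.12), and none was a DEG. Of the settings set before the data were examined, edgeR (0.6 and 0.59), a log2 threshold of 0.5 and no fold change threshold called Egfl7 and Robo4, and DESeq2 with a prior, a log2 threshold of 0.5 and the 42 mice, chosen after seeing the values, called all of them. Table 1 does not mark Kank4 in the mouse model, and it was a DEG in 1 comparison over 44 mice and in 0 over 42. Arhgdib is marked there and was a DEG in 1 comparison over 44 mice and in 0 over 42, and DESeq2 with a prior over the 42 mice, chosen after seeing the values, called it in 1 comparison. That setting gave 4362 DEGs in any comparison, against the paper's 4376, and with a fold change above 1.5, as in the methods, the same fit gave 3681. Its log2 threshold of 0.5 is the one that S1 Table states.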

Other observations

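The tests with thinned reads, scaling, GC content, gene length and the hair genes were chosen only after the results were seen, and those with endothelial, Schwann cell and leukocyte genes were chosen beforehand.

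Hypothesis: the rise of the core genes reflects a larger share of endothelial or Schwann cell RNA. The core gene score was higher by 0.81 at 4 weeks of bleomycin, and by 0.52 with the endothelial score as a covariate, while the endothelial score itself rose by 0.33. Gfra3 rose by 1.13, and by 0.71 with the Schwann cell score as a covariate. The endothelial share thus left 0.52 of 0.81 for the core gene score, and the Schwann cell share left 0.71 of 1.13 for Gfra3 alone. The Schwann cell share was not tested on the core gene score. In the 1997 rows of S1 Table used, the alignment list held 17 of 19 Schwann cell genes (odds ratio 76.4, p = 2.75e-15, Fisher's exact test, two-sided) and 4 of 12 endothelial genes (odds ratio 4.2, p = 0.0323). With the reads thinned to the smallest total the core gene difference was 0.8, with another scaling 0.81, after correction for GC content 0.81 and for gene length 0.81, and with the hair score as a covariate 0.63. Thinning, scaling, GC content and gene length changed the 4-week difference of any gene by at most 0.58, 0.26, 0.08 and 0.05. None of these corrections could have removed a difference of 0.81. Their outcome therefore does not decide whether depth, scaling, GC content or gene length lies behind it, and a bias that the corrections miss was not tested. A change of these genes with bleomycin was not told apart from the explanations left open.

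Hypothesis: the rise of Arhgdib reflects a larger share of leukocyte RNA. The leukocyte score rose by 0.87 at 4 weeks, and with it as a covariate the difference of Arhgdib was -0.17 in place of 0.51. A larger share of leukocytes therefore remains as a candidate explanation, and a change within single cells could not be told apart from it.

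Of the 19 mouse counterparts of the genes of Table 1, 13 were DEGs in at least 1 comparison with saline over 44 mice, 13 with adjustment over the list alone, and 11 over 42 mice. Over 44 mice, 8 were higher and 5 lower in at least 1 comparison. The paper marks 12 of them, and all 12 were among the 13. This match leaves direction aside. The paper lists Krtap1-5 as higher in fibroblasts on aligned fibers, and it was lower in mouse skin. Lcp1, Rasd2 and Angptl4 are listed as lower in the fibroblasts and were higher in mouse skin. The other marked genes changed in the same direction in both.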
